# Changes of Gene Expression Patterns of Muscle Pathophysiology-Related Transcription Factors During Denervated Muscle Atrophy

**DOI:** 10.3389/fphys.2022.923190

**Published:** 2022-06-24

**Authors:** Xiaoming Yang, Ming Li, Yanan Ji, Yinghao Lin, Lai Xu, Xiaosong Gu, Hualin Sun, Wei Wang, Yuntian Shen, Hua Liu, Jianwei Zhu

**Keywords:** denervation, muscle atrophy, transcription factor, inflammation, transcriptome

## Abstract

Peripheral nerve injury is common, and can lead to skeletal muscle atrophy and dysfunction. However, the underlying molecular mechanisms are not fully understood. The transcription factors have been proved to play a key role in denervated muscle atrophy. In order to systematically analyze transcription factors and obtain more comprehensive information of the molecular regulatory mechanisms in denervated muscle atrophy, a new transcriptome survey focused on transcription factors are warranted. In the current study, we used microarray to identify and analyze differentially expressed genes encoding transcription factors in denervated muscle atrophy in a rat model of sciatic nerve dissection. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes analyses were used to explore the biological functions of differentially expressed transcription factors and their target genes related to skeletal muscle pathophysiology. We found that the differentially expressed transcription factors were mainly involved in the immune response. Based on correlation analysis and the expression trends of transcription factors, 18 differentially expressed transcription factors were identified. Stat3, Myod1, Runx1, Atf3, Junb, Runx2, Myf6, Stat5a, Tead4, Klf5, Myog, Mef2a, and Hes6 were upregulated. Ppargc1a, Nr4a1, Lhx2, Ppara, and Rxrg were downregulated. Functional network mapping revealed that these transcription factors are mainly involved in inflammation, development, aging, proteolysis, differentiation, regeneration, autophagy, oxidative stress, atrophy, and ubiquitination. These findings may help understand the regulatory mechanisms of denervated muscle atrophy and provide potential targets for future therapeutic interventions for muscle atrophy following peripheral nerve injury.

## Introduction

Peripheral nerve injury inevitably causes neuronal degeneration, muscle atrophy, and fibrosis, to different extent. Peripheral nerve regeneration is slow (1 mm/d). Consequently, irreversible atrophy often occurs before skeletal muscle is reinnervated. This seriously affects the functional reconstruction of target muscle after nerve injury, with a resultant heavy burden on the patient and society (Gu et al., 2011; Sun et al., 2021).

Denervation of target muscle caused by lower motor neuron damage is accompanied by flaccid paralysis and rapid atrophy; reduction of muscle mass, strength, and muscle fiber diameter; and muscle fiber apoptosis (Siu and Alway, 2005). Skeletal muscle atrophy is not a degenerative process but reflects a change in the balance between protein synthesis and proteolysis in muscle fiber (Bruusgaard and Gundersen, 2008). The underlying mechanisms of denervated muscle atrophy are not fully understood, which hinders therapeutic progress in the field. Novel biological therapeutic targets for denervated muscle atrophy are urgently needed.

Two major protein degradation pathways, the ubiquitin–proteasome pathway and autophagy–lysosome pathway, are activated during muscle atrophy and lead to varying degrees of muscle mass loss (Schiaffino et al., 2013). Both pathways involve multiple atrophy-related genes regulated by specific transcription factors (TFs), whose activation is also controlled by specific signals. For example, the forkhead box O (FoxO) TFs are mainly negatively regulated by Akt (Stitt et al., 2004), while nuclear factor κB is mainly activated by inflammatory cytokines (Peterson et al., 2011). In recent years, many TFs have been identified that play an important role in muscle atrophy. Specifically, FoxO-like TFs are key mediators of the catabolic response during skeletal muscle atrophy, and their activation promotes the expression of Muscle atrophy F-box (MAFbx) and muscle RING-finger protein-1 (MuRF-1), two muscle-specific ubiquitin ligases, which leads to a dramatic loss of muscle mass (Romanello and Sandri, 2010). FoxO3 controls the transcription of autophagy-related genes, including *LC3* and *Bnip3*, and BNIP3 mediates the effect of FoxO3 on autophagy (Mammucari et al., 2007). Further, denervation activates Stat3–IL6 signaling in fibrolipogenic progenitor cells, thereby facilitating muscle fiber atrophy and fibrosis (Madaro et al., 2018). When skeletal muscle is disused, e.g., during immobilization and denervation, mitochondria undergo a series of deleterious changes, which eventually result in mitophagy and apoptosis cascade (Ji and Yeo, 2019). Overall, muscle atrophy disturbs the expression of many transcription factors.

Previously, we performed transcriptome sequencing analysis and proposed the transcriptional regulation mode of denervated rat tibialis anterior muscle atrophy. The cDNA microarray analysis showed four stages, including oxidative stress stage, inflammation stage, atrophy stage and atrophic fibrosis stage occurred within the period of 0.25 h–28 days post nerve injury (Shen et al., 2019). Subsequently, we performed transcriptional analysis of rat tibialis anterior muscle at 12 h-7 days after denervation to analyze differentially alternatively spliced genes, which provided a global view of alternative splicing in denervated skeletal muscle atrophy (Qiu et al., 2021). Meanwhile, a RNA-sequencing analysis of lncRNAs was performed using denervated muscle atrophy model. In this study, a co-expression network analysis of lncRNAs and mRNAs provided further insights into the biological processes associated with muscle atrophy (Hitachi et al., 2021). In order to systematically analyze transcription factors and obtain more comprehensive information of the molecular regulatory mechanisms in denervated muscle atrophy, a new transcriptome survey focused on transcription factors are warranted. Here, we screened the expression of genes encoding TFs during denervated muscle atrophy in a rat model using transcriptome analysis and bioinformatics. We then explored the biological functions of the known muscle pathophysiology-related TFs using Gene Ontology (GO) and Kyoto Encyclopedia of Gene and Genomes (KEGG) analyses. We thus identified the TFs that may play an important regulatory role in denervated muscle atrophy, with possible implications for future targeted therapy and prognosis of muscle atrophy.

## Materials and Methods

### Animal Experiment

The study was approved by the animal care guidelines of Nantong University and ethically approved by Jiangsu Administration Committee of Experimental Animals. Sprague–Dawley rats (*n* = 60, weighing ∼200 g) were provided by the Experimental Animal Center of Nantong University, China. Rat model of sciatic nerve dissection was used (Shen et al., 2019). The rats were randomly divided into the sham and model group (*n* = 3 per group). In the model group, rats were anesthetized with intraperitoneal injection of mixed narcotics (100 mg/kg ketamine plus 10 mg/kg xylazine). Then the sciatic nerve was exposed through an incision at the mid-thigh of the left hind limb for transection to leave a 10-mm long defect. In the sham group, the rats were subjected to similar surgical procedures without sciatic nerve transection. The tibialis anterior (TA) muscle was collected from rats in both groups at different time points (0.25 h, 0.5 h, 3 h, 6 h, 12 h, 24 h, 3 days, 14 d, 21 days, and 28 days) after surgery (Shen et al., 2019).

### Microarray Hybridization and Analysis

The tibialis anterior muscle sample at the different time points was homogenized, and RNA was extracted with RNasey Mini Kit (Qiagen, San Francisco, CA, United States) according to the manufacturer’s instructions. Microarray analysis was performed using an Agilent SurePrint G3 Rat GE (8 × 60K, Design ID: 028279), as previously described (Shen et al., 2019). Microarray analysis was performed on an Agilent Gene Chip platform and scanned by Agilent Scanner G2505C (Agilent Technologies). Data were extracted from scanned images using Agilent Feature Extraction Software (version 10.7.1.1, Agilent Technologies). The raw data were normalized by Genespring Software (version 13.1, Agilent Technologies). This dataset is available at the NCBI Gene Expression Omnibus (GEO) repository with GEO accession: GSE201025.

### Bioinformatics Analysis

The mRNA levels in the tibialis anterior muscle of rats in the model group were compared with that in the sham groups at each time point after surgery. Differentially Expressed Genes (DEGs) were defined by fold change (>1.5 or <−1.5) and FDR < 0.05. The upstream regulator analysis of all DEGs was performed using Ingenuity Pathway Analysis (IPA) and the upstream TFs at each time point were identified (*p* < 0.05). Then, DEGs encoding TFs were obtained with a fold change of overlap >1.5 and FDR < 0.05. Screening the known muscle-related genes by testing their association with the key terms ‘‘muscle’’ in the PubMed database (Supplementary Table S1), and DEGs encoding TFs related to the pathophysiology of skeletal muscle were identified. For the heatmap, gene expression has been z-score normalized, all DEGs/DEGs encoding TFs were classified according to the expression pattern.

### Functional Analysis

The Kyoto Encyclopedia of Genes and Genomes (KEGG) database and Gene Ontology (GO) category database were used for functional annotation of differentially expressed genes. Enrichment analysis of GO categories was performed by R clusterProfiler (v3.14.3) package, and enrichment analysis of pathways was tested upon hypergeometric distribution by R “phyper” function. Those GO categories with a false discovery rate (FDR) < 0.05 were considered as significant enriched. While pathways with a *p* < 0.05 were regarded as enriched. Only those GO categories or pathways contains ≥5 DEGs were kept for further analysis.

### Biological Network Analysis of Differentially Expressed Transcription Factors and Their Target Genes

For visual analysis of biological function network of differentially expressed TFs and their target genes related to pathophysiology of skeletal muscle, the edges were represented using Cytoscape 3.6 (The Cytoscape Consortium; http://cytoscape.org/, United States).

### Statistical Analysis

The relative change represents the difference between various model group and the sham group. Student’s t*-*test is used to test the significance (*p* value) of the difference between the two groups. Correction of the *p* values was performed in R according to Benjamini-Hochberg method. Then the different genes were screened according to fold change (>1.5 or <−1.5) and FDR < 0.05. Gene expression correlation between samples was calculated as the Pearson correlation coefficient. 

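Over the 30367 probes of the arrays, any 2 of the 60 muscle samples correlated with a Pearson coefficient between 0.953 and 0.995, with a median of 0.982 over the 1770 pairs. These coefficients are across probes, which are not independent replicates. Denervated and sham muscle were about as similar to each other as replicates were at 12 h, when the median coefficient was 0.989 between the groups and 0.990 within each of them. At 24 h the median was 0.986 between the groups, 0.991 among the sham rats and 0.993 among the denervated rats. The groups were further apart at 3 d, with a median of 0.972 between them, and at 14 d and 21 d, with 0.965 and 0.966. At 7 d the 3 sham rats correlated with each other at only 0.972 to 0.988, whereas the 3 denervated rats correlated at 0.991 to 0.993. Of the 60 arrays, 14 correlated more with the other group of their time than with their own, 7 sham and 7 denervated, among them all 3 sham arrays at 0.25 h and at 0.5 h and all 3 denervated arrays at 6 h. From 24 h on sham 7 d replicate 2 was the only one, with a mean of 0.988 with the denervated and 0.980 with the other sham rats.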

GO and KEGG analysis were performed to calculate enrichment *p*-values using hypergeometric distribution tests.

## Results

### Changes in the Expression of Transcription Factor Genes During Denervated Muscle Atrophy

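Gene expression was measured in the tibialis anterior, a muscle of the front of the lower leg that loses its nerve supply when the sciatic nerve is cut. The experiment used 60 rats and 1 array for each rat. At each of 10 time points after surgery there were 3 denervated rats, whose sciatic nerve was transected, and 3 sham rats, which had the same surgery without transection. The labels of the arrays give 0.25, 0.5, 3, 6, 12 and 24 h and 3, 7, 14 and 21 d, whereas the paper's methods list no 7 d and a last time after 21 d, and the axis of its Figure 6 shows 7 d as well as that later time. The samples are named here by their labels, and which arrays stand for the last 3 times of the paper is not settled. RNA was labelled with Cy3 and hybridized to Agilent SurePrint G3 rat arrays in 1 colour, the images were read with Feature Extraction 10.7.1.1, and the authors normalized the values with GeneSpring. The deposited values were already alike between arrays: the sorted values of the 60 arrays, from 1.77 to 18.8 with a median of 5.79, differed by at most 0.00457, as quantile normalization leaves them. They are taken as log2 signal, a base inferred from this range, and higher values are brighter.
After 140 rows of control spots were left out, 30367 probes were compared by limma, with 1 mean for each of the 20 groups of 3 rats and 1 shared estimate of each probe's spread. A probe was called differentially expressed at a fold change over 1.5 in either direction and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper. The files do not pair the probes with genes, so the counts given here are of probes, of which a gene can have several, and no transcription factor is identified. With 3 arrays per group, the number of arrays limits the precision at a single time point.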

To analyze changes in the expression of TF during denervated muscle atrophy, we quantified DEGs in skeletal muscle in model and sham groups at different time points, as indicated. 

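Denervated muscle differed little from sham muscle during the first 12 h, apart from 0.5 h and 6 h, and differed broadly from 3 d on. At 0.25 h, 24 probes were higher and 17 lower in denervated muscle, at 0.5 h 203 were higher and 485 lower, and at 3 h 1 was higher and 3 were lower. At 6 h 652 probes were higher and 272 lower, and at 12 h 11 were higher and 30 lower. At 24 h the counts were 1370 higher and 1085 lower, or 8.08% of the probes tested. They were 3772 and 4200 at 3 d, 2058 and 3015 at 7 d, 4446 and 4745 at 14 d, and 4431 and 4666 at 21 d, when 30.0% of the probes differed. By more than 4-fold, 188 probes were higher and 88 lower at 24 h, 595 and 319 at 3 d, 151 and 142 at 7 d, and 814 and 571 at 14 d.
The difference between denervated and sham muscle itself changed from 12 h to 24 h at 1507 probes, upwards at 833 and downwards at 674, by the limma test of the difference between the effects. From 24 h to 3 d it changed at 5001 probes, upwards at 2399 and downwards at 2602, and from 14 d to 21 d at 55 probes.
Some of these counts rest on few arrays or on dim probes. Of the 688 probes called at 0.5 h, 82.3% had a mean signal up to 3.60, the bound of the lowest 33.3% of the probes, and 32 probes, 23 higher and 9 lower, were called once those were left out. When the 6 arrays of a time were regrouped, 8 of 10 splits, the real one among them, gave at least the real count at 0.25 h. At 3 h 5 of 10 did, so both counts were within what arbitrary groupings give. Leaving out 1 array gave 71 to 273 calls at 0.25 h and 30 to 124 at 12 h. At both times more were lower than higher without any 1 of the sham arrays, and more were higher than lower without any 1 of the denervated arrays. The balance there thus followed the group that lost an array. At 3 h 71 were higher and 9 lower without denervated 3 h replicate 3, and 69 and 8 without replicate 2, and without denervated 24 h replicate 2 there were 1513 at 24 h and 864 for 12 h to 24 h. By the methods' t-test after adjustment 8 probes, none of them lower, passed at 0.5 h, 328 at 6 h, 586 at 24 h and 102 at 7 d. The count at 7 d was 9504 without sham 7 d replicates 2 and 3, a choice made after the values were seen, and that for 14 d to 21 d was 6 without sham 14 d replicate 2 and 610 without sham 14 d replicate 1.

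**Figure D1:**
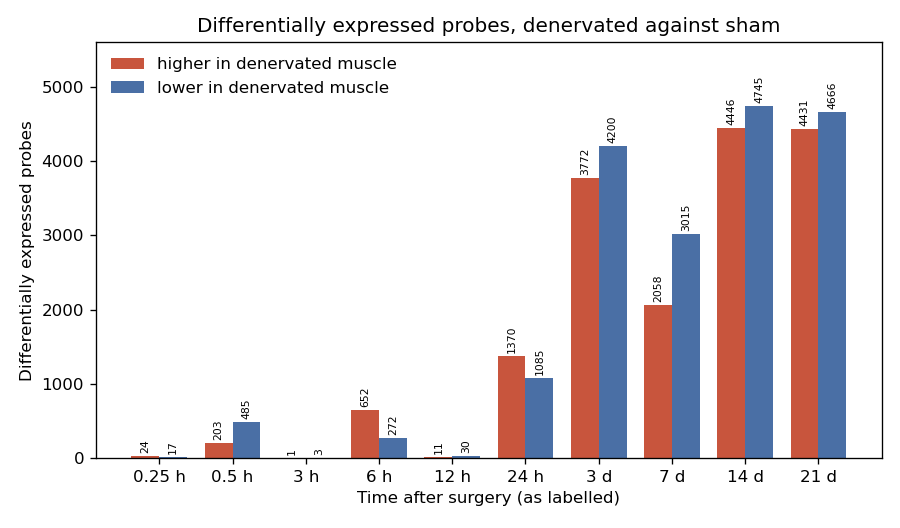
Number of probes higher (red) or lower (blue) in denervated than in sham muscle at each labelled time after surgery, at a fold change over 1.5 and an adjusted p under 0.05 (limma). The bars are low up to 12 h except for 485 lower at 0.5 h and 652 higher at 6 h, stand at 1370 higher and 1085 lower at 24 h, and are highest at 14 d, with 4446 higher and 4745 lower.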

The number of DEGs began to increase significantly 24 h after denervation (Figure 1A). Correspondingly, the number of DEGs encoding TFs also began to increase sharply 24 h after denervation (Figure 1B). We then quantified the number of DEGs encoding TFs related to the pathophysiology of skeletal muscle at each time point; the number began to increase significantly 24 h after denervation (Figure 1C). These findings indicate that the 24 h time point after denervation may be a critical turning point in skeletal muscle atrophy.

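At 24 h the probes that differed late after denervation stood, in the median, between the sham level and their later level. In the mean over 3 d, 7 d, 14 d and 21 d, 3863 probes were higher and 4407 lower in denervated muscle. The median log2 fold change of those higher late was 0.049 at 6 h, 0.015 at 12 h, 0.22 at 24 h, 0.99 at 3 d and 1.18 at 14 d, and that of those lower late was -0.12, 0.034, -0.24, -0.93 and -1.13. At 6 h the median of those lower late was 13.0% of the median late difference, and 62.0% of them had the late sign. By the late score described below, however, only denervated 6 h replicate 1 of its group lay towards the late profile. It scored 0.421, against 0.0332 and 0.0419 for the other denervated and 0.0421 to 0.0643 for the sham rats of 6 h. The 6 h median was not computed without it. At 24 h, a time that is not in the late mean, the medians of 0.22 and -0.24 are 23.0% and 26.8% of the median late difference. At that time 70.5% of the probes higher late and 78.0% of those lower late had the sign of their late difference, and 14.8% and 11.3% passed in that direction. Of these 8270 probes, 1043 first passed the threshold in their late direction at 24 h and 4579 at 3 d, which is 1 of the times averaged.
Many of the probes called at 24 h were not called late. Of the 1370 probes higher at 24 h, 572 were also higher late, where independent lists would share 174, and 61 were lower late. Of the 1085 probes lower at 24 h, 497 were also lower late, where independent lists would share 157, and 74 were higher. The sham rats of 24 h are not among those of the later times, so these overlaps do not come from shared controls.
To place each rat on this course, a late score was computed over the 6583 probes called in the same direction at 14 d and 21 d, with 0 at the mean of the sham and 1 at the mean of the denervated arrays of these times. Arrays of 14 d were scored against those of 21 d, over the 9097 probes called at 21 d, and arrays of 21 d against those of 14 d, over the 9191 probes called at 14 d. The score was 0.102 ± 0.027 (SD, n = 3) in denervated and 0.106 ± 0.0067 (SD, n = 3) in sham muscle at 12 h. At 24 h it was 0.241 ± 0.038 (SD, n = 3) in denervated and 0.0229 ± 0.0138 (SD, n = 3) in sham muscle, and at 3 d 0.728 ± 0.022 (SD, n = 3) and 0.0599 ± 0.0165 (SD, n = 3). Every denervated array scored above every sham array at 24 h, 3 d, 7 d, 14 d and 21 d (two-sided exact permutation test, p = 0.1 at each, the smallest p that 3 rats against 3 allow, and 0.2 after adjustment over the 10 times). The sham rats of 7 d scored 0.138, 0.835 and 0.557, and denervated 6 h replicate 1 scored 0.421, against 0.0332 and 0.0419 for the other 2 rats of its group. Of the 2455 calls at 24 h, 1069 in all were also called late in the same direction. This overlap was 637 of 1513 calls without denervated 24 h replicate 2 and 305 of 586 by the methods' t-test. Without a fold threshold it was 2293 of 3595.
From the numbers of DEGs, of DEGs encoding TFs and of those related to skeletal muscle at each time point (Figure 1), the paper proposes 24 h as a turning point in muscle atrophy.

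**Figure D2:**
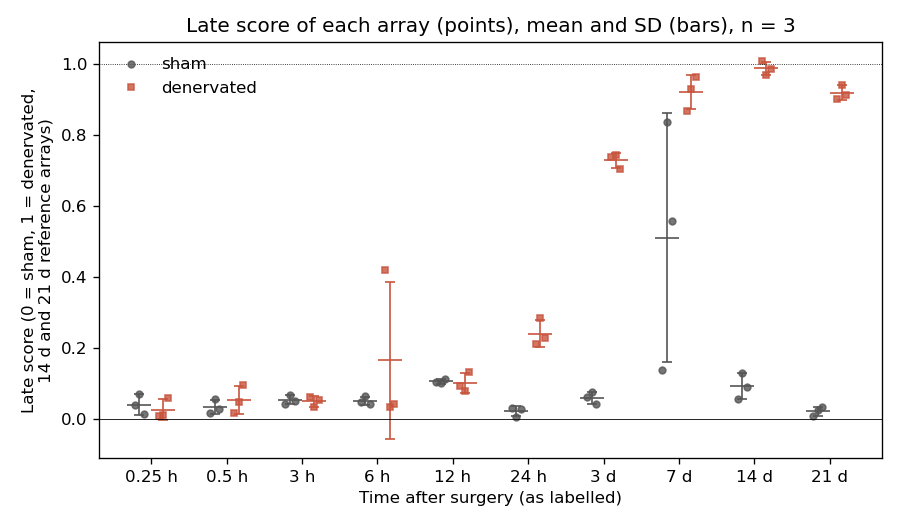
Late score of each array (points) with the mean and SD of each group of 3 rats (bars) by labelled time after surgery, for sham (grey) and denervated (red) muscle, where 0 and 1 are the sham and denervated means of the 14 d and 21 d reference arrays. Denervated muscle leaves the sham level at 24 h (0.241) and reaches 0.728 at 3 d, and the sham rats of 7 d spread from 0.138 to 0.835.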

**FIGURE 1:**
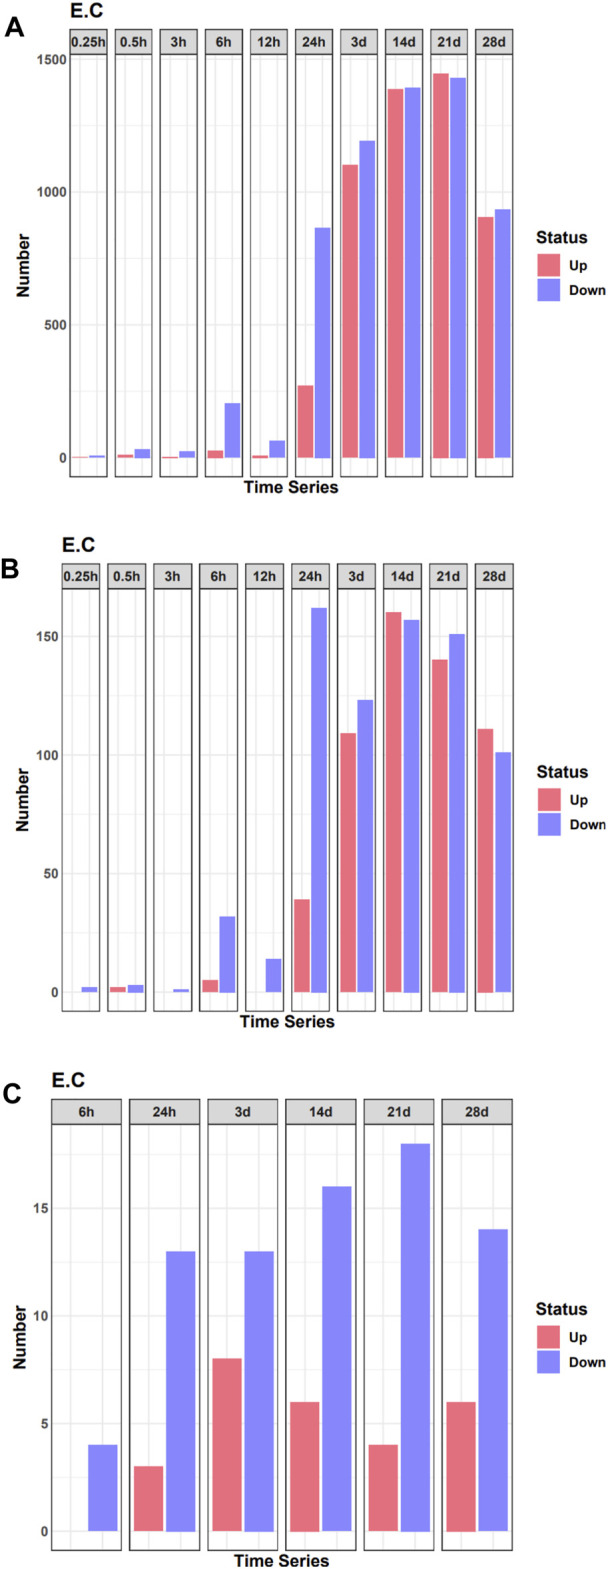
Quantification of differentially expressed genes (DEGs) in the denervated and sham groups at each time point examined. **(A)** The number of DEGs at each time point. **(B)** The number of DEGs of transcription factors (TFs) at each time point. **(C)** The number of differentially expressed TF genes related to the pathophysiology of skeletal muscle at each time point.

### Functional Analysis of Differentially Expressed Genes and Targets of Differentially Expressed Genes Encoding Transcription Factors

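At any of the 10 time points, 16762 probes were differentially expressed between denervated and sham muscle, and they were grouped by the shape of their course. Each probe's log2 differences at the 10 times were z-scored and divided into 4 clusters by k-means, numbered from the highest to the lowest late difference. Cluster 1 held 5311 probes and cluster 2 held 2959, 31.7% and 17.7% of the probes, both with a median late difference above 0. Cluster 3 held 3204 probes and cluster 4 held 5288, 19.1% and 31.5%, both with a median late difference below 0. Because the clusters were made from these differences, their shapes are descriptions and carry no test of their own.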

In the heatmap, DEG expression patterns fell into four clusters (cc1, cc2, cc3, and cc4). Cc1 and cc2 DEGs were upregulation with time; cc3 and cc4 DEGs were downregulation with time (Figure 2A). 

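Of the 4 clusters of probes, 2 had medians above the sham level late after denervation and 2 below it. The median log2 fold change of cluster 1 was 0.0077 at 12 h, 0.15 at 24 h, 0.57 at 3 d and 0.95 at 21 d. Cluster 2 was highest at 3 d, with a median of 0.61, and then stood at 0.35, 0.13 and -0.022 at 7 d, 14 d and 21 d. At 0.5 h its median was -0.17, and it held 449 of the 485 probes lower at that time. Most calls of 0.5 h were of dim probes, so the make-up of cluster 2 rests in part on them. Cluster 3 was lowest at 7 d, with a median of -0.78, and stood at -0.066 at 21 d, but when the 7 d difference was left out of the clustering, a choice made after the values were seen, the second falling cluster was lowest at 3 d, with -0.695, and stood at -0.39 at 7 d. The median of cluster 4 was 0.053 at 12 h, -0.24 at 24 h, -0.74 at 3 d and -0.95 at 21 d. Under Ward clustering both clusters higher late were furthest from sham at 14 d or 21 d, with 0.81 and 0.51, so that the early peak of cluster 2 is not seen there. It is seen among probes that passed at 2 or more times, where 1 cluster had a median of 1.09 at 3 d and 0.58 at 21 d. It is also seen in the clustering without 7 d, with 0.61 and -0.02.
The test of the late against the early effect (3 d to 21 d against 0.25 h to 12 h, limma) was passed upwards by 3092 probes of cluster 1, or 58.2%, and by 587 of cluster 2, or 19.8%. It was passed downwards by 1106 probes of cluster 3, or 34.5%, and by 3124 of cluster 4, or 59.1%. Since the clusters were formed from the same differences, the direction of this test within a cluster was given in advance, and these shares only describe the clusters. Over all probes, a count that does not depend on the clusters, 3791 rose and 4399 fell by this test.
Among probes whose difference had 1 sign at every late time, the largest late rises, by the values as deposited, were those of probes A_64_P006628 and A_64_P138011, and the largest falls those of A_64_P161963 and A_44_P561166. The late log2 fold change of A_64_P006628 was 7.35 (standard error 0.48, adjusted p = 3.61e-17 from limma), and it was 4.72 at 24 h (adjusted p = 0.000453) and 9.27 at 21 d. For A_64_P138011 it was 7.01 (standard error 0.45, adjusted p = 2.51e-17 from limma), with 2.65 at 24 h (adjusted p = 0.0447). A_64_P161963 had a late log2 fold change of -6.73 (standard error 0.40, adjusted p = 3.02e-18 from limma), and its difference at 24 h, -0.67, did not pass (adjusted p = 0.745). A_44_P561166 had -6.46 (standard error 0.31, adjusted p = 9.66e-21 from limma), with 0.37 at 24 h (adjusted p = 0.867) and -5.50 at 3 d. Without the 7 d arrays the late log2 fold changes of A_64_P006628, A_64_P138011, A_64_P161963 and A_44_P561166 were 8.76, 8.35, -7.82 and -7.65, and without sham 7 d replicates 2 and 3, a choice made after the values were seen, they were 8.34, 8.00, -7.58 and -7.02. At 7 d the signal of A_64_P006628 was 11.3 ± 0.24 on the log2 scale (SD, n = 3) in denervated muscle and 8.21 ± 3.46 (SD, n = 3) in sham muscle, where the sham rats of 14 d had 3.56 ± 0.83 (SD, n = 3). The sham signal of A_64_P006628 at 3 d, 2.28, and the denervated signal of A_64_P161963 at 14 d, 2.66, lay near the lowest value of the arrays, 1.77, and no probe could be tested against its background, so the sizes and the order of these changes are uncertain. These probes were picked from the same data for their large changes, so their p-values are not independent evidence. For A_64_P006628 the late adjusted p was 1.82e-09 from limma on only the arrays compared and 8.65e-07 by the methods' t-test. The files do not pair these probes with genes.

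**Figure D3:**
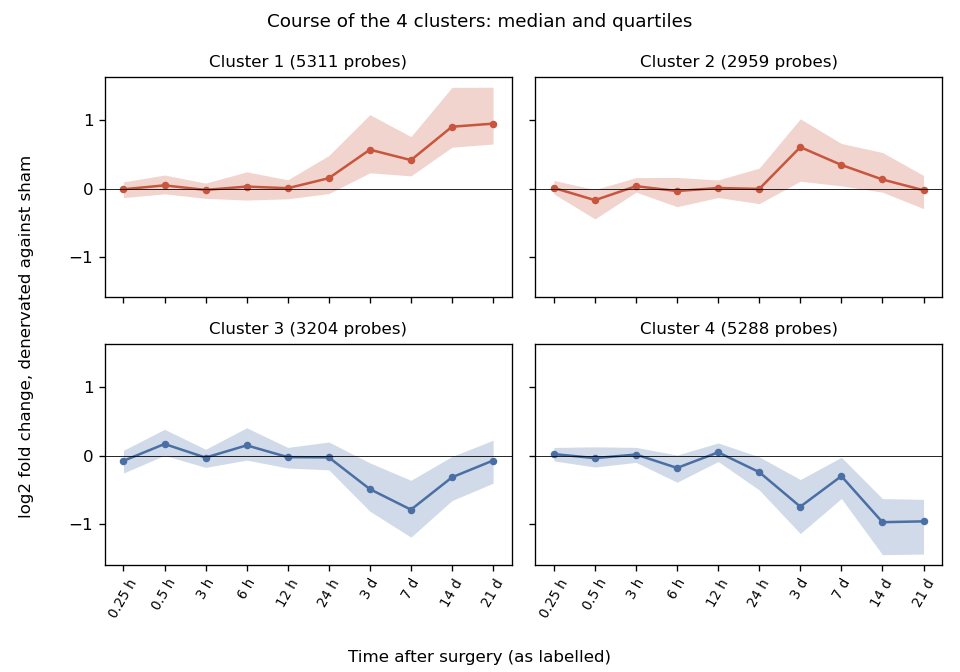
Median (line) and quartiles (shading) of the log2 fold change of denervated against sham muscle by labelled time after surgery, for the probes of each of the 4 clusters. Clusters 1 and 4 end at 0.95 and -0.95 at 21 d, whereas cluster 2 peaks at 0.61 at 3 d and cluster 3 is lowest at -0.78 at 7 d.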

We also performed a functional analysis of DEGs in each cluster. We found that DEGs in cc1 were mainly involved in B cell receptor signaling pathway, chemokine signaling pathway, complement and coagulation cascade, ferroptosis, and phagosome. DEGs in cc2 were mainly involved in ribosome, cell adhesion, Wnt signaling pathway, phagosome, and antigen processing and presentation. DEGs in cc3 were mainly involved in metabolic pathways, oxidative phosphorylation, citrate cycle [tricarboxylic acid (TCA) cycle], carbon metabolism, and thermogenesis. DEGs in cc4 were mainly involved in MAPK signaling pathway and metabolic pathways (Figure 2B). Overall, DEGs in cc1 and cc2 were mainly involved in the immune response, while those in cc3 and cc4 were mainly involved in energy metabolism and oxidative phosphorylation.

**FIGURE 2:**
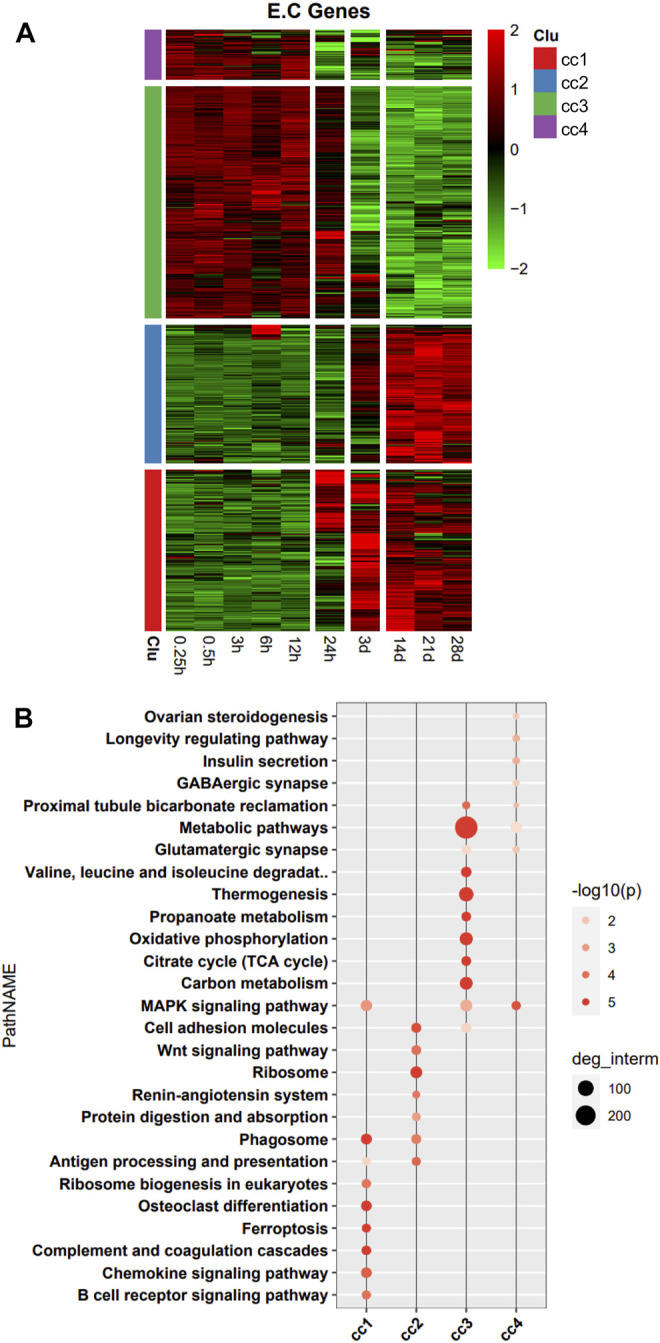
Heatmap and functional analysis of all differentially expressed genes (DEGs). **(A)** DEG expression patterns. **(B)** Functional enrichment map.

The DEGs encoding TFs were assigned to three clusters (c1, c2, and c3) in the heatmap (Figure 3A). 36 TFs encoded by DEGs related to the pathophysiology of skeletal muscle were indicated in the heatmap. The DEGs encoding TFs in c1 were upregulation over time, and those in c3 were downregulation over time. We then performed functional analysis of the target genes of differentially expressed TFs in each cluster. We found that the target genes of differentially expressed TFs in c1 were mainly involved in adherens junction, C-type lectin receptor signaling pathway, NOD-like receptor signaling pathway, osteoclast differentiation, Hippo signaling pathway, and Wnt signaling pathway. Those of TFs in c2 were mainly involved in FoxO signaling pathway, cellular senescence, and PI3K–Akt signaling pathway. Those of TFs in c3 were mainly involved in MAPK signaling pathway, thyroid hormone signaling pathway, and adipocytokine signaling pathway (Figure 3B). Functional analysis of the target genes of differentially expressed TFs in each cluster related to the pathophysiology of skeletal muscle revealed that the target genes in c1 were mainly involved in PI3K–Akt signaling pathway, MAPK signaling pathway, cytokine-cytokine receptor interaction, focal adhesion, JAK–STAT signaling pathway, HIF-1 signaling pathway, and FoxO signaling pathway. Those in c2 were mainly involved in PI3K–Akt signaling pathway, MAPK signaling pathway, focal adhesion, Ras signaling pathway, and JAK–STAT signaling pathway. Those in c3 were mainly involved in PI3K–Akt signaling pathway, MAPK signaling pathway, JAK–STAT signaling pathway, HIF-1 signaling pathway, FoxO signaling pathway, focal adhesion, and cytokine–cytokine receptor interaction (Figure 3C).

**FIGURE 3:**
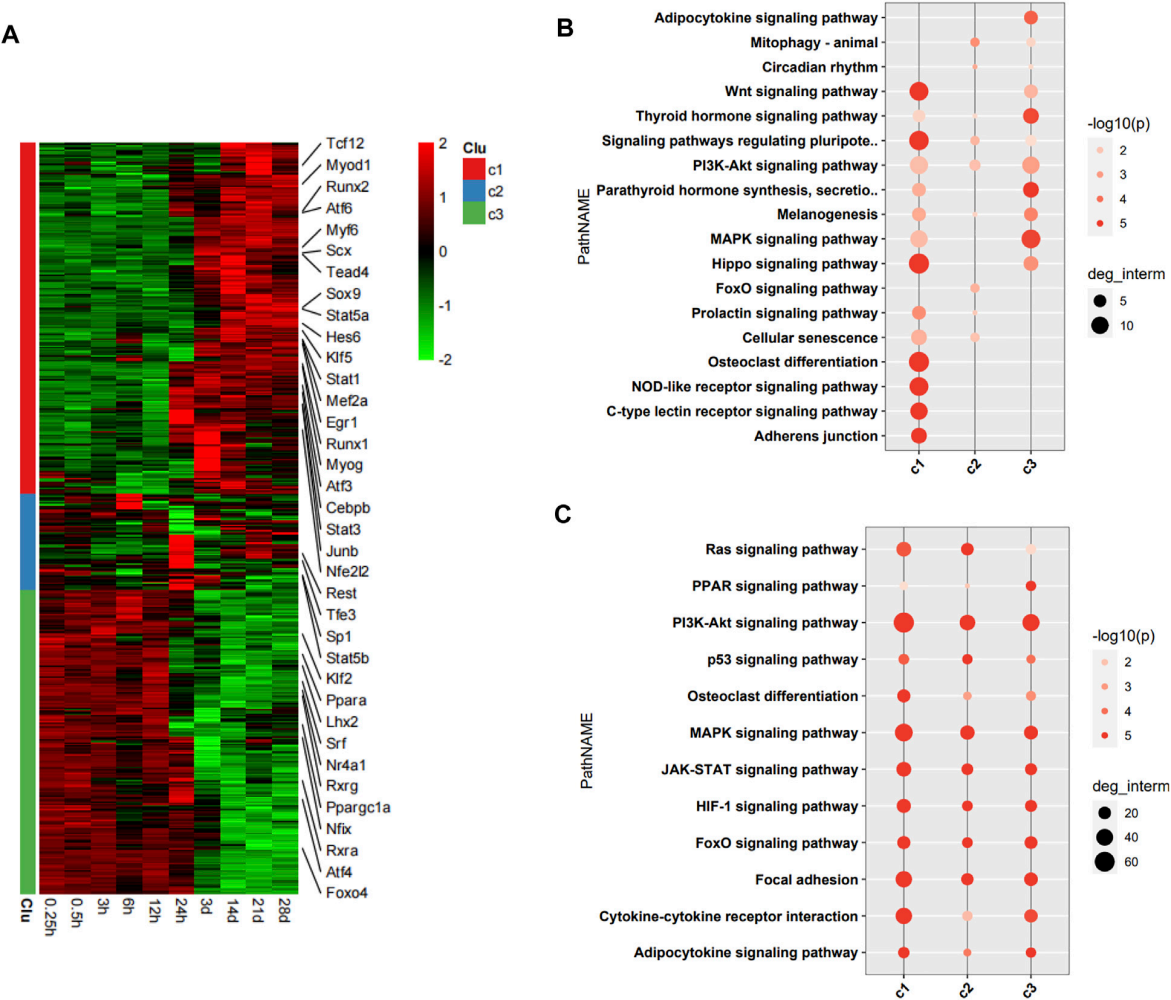
Functional analysis of differentially expressed transcription factors (TFs) and their target genes. **(A)** Heatmap of DEGs encoding TFs, with 36 TFs related to pathophysiology of skeletal muscle indicated on the right. **(B)** Enrichment analysis of target genes of differentially expressed TFs. **(C)** Enrichment analysis of target genes of differentially expressed TFs associated with the pathophysiology of skeletal muscle.

To better understand the exact functions of target genes of muscle-related differentially expressed TFs, we performed a two-level functional comparison of target genes of muscle-related and non-muscle -related differentially expressed TFs. First, the union set of top 10 pathways which enriched in both groups was analyzed. The functional differences between the two groups of target genes mainly concerned carbon metabolism, fatty acid metabolism, TCA cycle, PI3K–Akt signaling pathway, HIF-1 signaling pathway, JAK–STAT signaling pathway, and cytokine–cytokine receptor interaction. Target genes of non-muscle atrophy-related differentially expressed TFs were more likely to be related to carbon metabolism, fatty acid metabolism, TCA cycle, and HIF-1 signaling pathway than the other gene set, while the target genes of muscle atrophy-related differentially expressed TFs were more likely to be related to PI3K–Akt signaling pathway, JAK–STAT signaling pathway, and cytokine–cytokine receptor interaction than the other gene set (Figure 4A). Then, the union set of 10 biological process terms which enriched in both groups was analyzed. The functional differences between the two groups of target genes concerned response to external stimulus, lipid, oxygen-containing compound, endogenous stimulus, and hormone, and positive regulation of multicellular organismal process. Further, the target genes of muscle atrophy-related differentially expressed TFs were more likely to be involved in these biological processes (Figure 4B) than the other genes. Overall, the target genes of non-muscle-related differentially expressed TFs are mainly involved in metabolism, while those of muscle-related differentially expressed TFs are mainly involved in the immune response.

**FIGURE 4:**
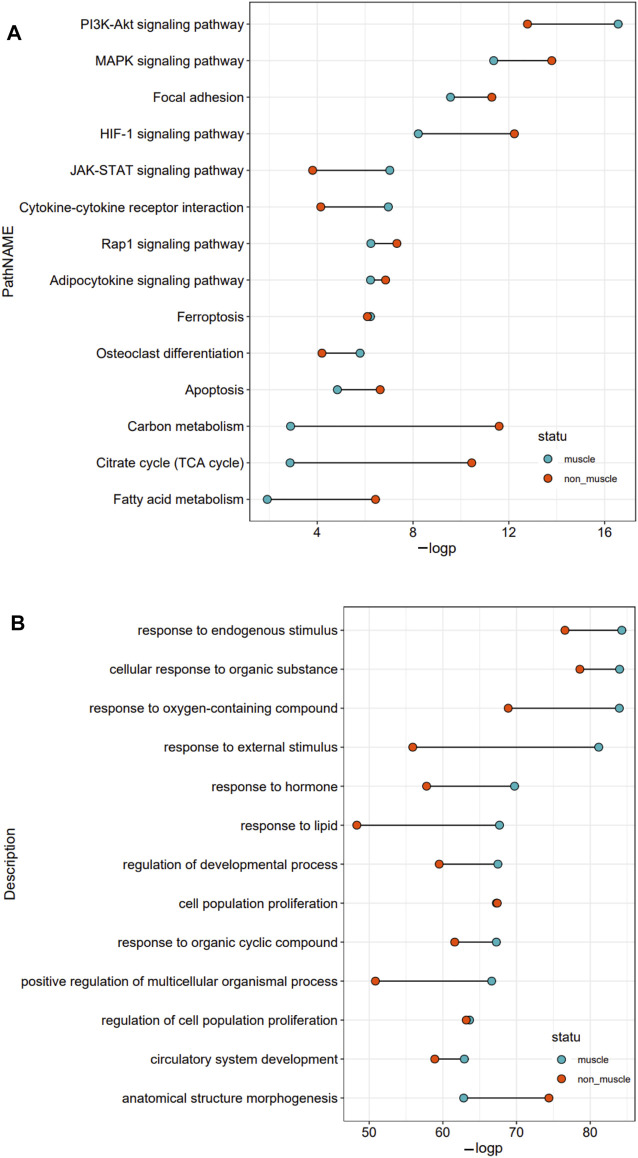
Functional comparison of target genes of differentially expressed TFs related and unrelated to the pathophysiology of skeletal muscle. **(A)** The union set of top 10 pathways in the two groups. **(B)** The union set of top 10 biological processes in the two groups.

### Functional Enrichment Analysis of Common Target of Differentially Expressed Genes Encoding Transcription Factors Related and Unrelated to Pathophysiology of Skeletal Muscle

1,130 target genes of differentially expressed TFs related and 1991 unrelated to the pathophysiology of skeletal muscle were analyzed. As shown by the constructed Venn diagram, we identified 892 target genes shared by the two groups (common), 238 specific target genes of differentially expressed TFs related to the pathophysiology of skeletal muscle (TF_known), 1,099 specific target genes of other differentially expressed TFs (TF_other) (Figure 5A). However, three group of target genes had no bias in the four clusters of DEGs (Figure 5B). Then, functional enrichment analysis of target genes in the cluster was performed in two stages (cc1, cc2-stage2, cc3, cc4-stage1). In stage1, the shared target genes were mainly associated with metabolic pathways, MAPK signaling pathway, Pl3K–Akt signaling pathway, carbon metabolism, thermogenesis, oxidative phosphorylation, and TCA cycle. The specific target genes in TF_known group were mainly related to salivary secretion, glutamatergic synapse, gastric acid secretion, longevity regulating pathway, and apelin signaling pathway. The specific target genes in TF_other group were mainly involved in metabolic pathways, oxidative phosphorylation, TCA cycle, thermogenesis, retrograde endocannabinoid signaling, and carbon metabolism (Figure 5C). In stage2, the shared target genes were mainly related to cytokine–cytokine receptor interaction, JAK–STAT signaling pathway, PI3K–Akt signaling pathway, Th17 cell differentiation, focal adhesion, osteoclast differentiation, chemokine signaling pathway, and Hippo signaling pathway. The target genes in TF_known group were mainly involved in neuroactive ligand–receptor interaction, metabolism of xenobiotics by cytochrome, glutathione metabolism, drug metabolism–cytochrome P450, and complement and coagulation cascades. The target genes in TF_other were mainly associated with ribosome, focal adhesion, axon guidance, phagosome, Hippo signaling pathway, and TGF-β signaling pathway (Figure 5D). The enrich pathways of shared targets is similar with that of all DEGs, which indicated that the shared target genes are critical in muscle atrophy.

**FIGURE 5:**
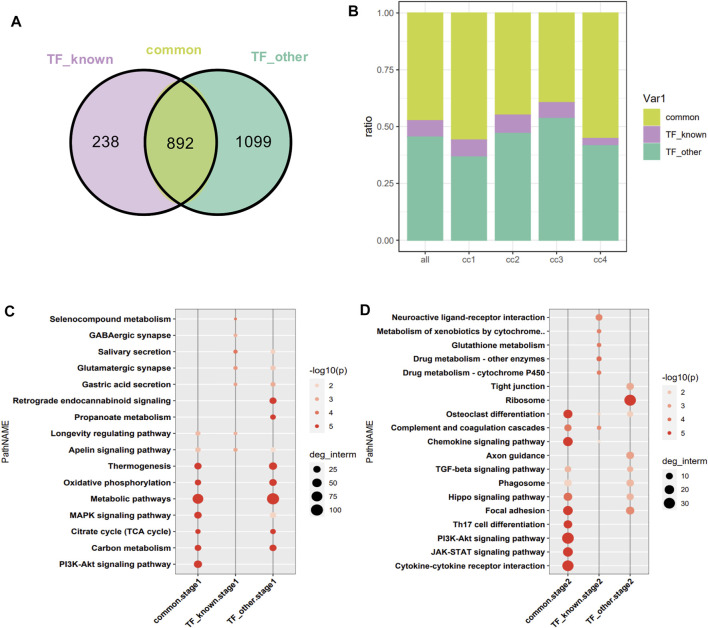
Intersection of targets of DEGs encoding TFs related and unrelated to the pathophysiology of skeletal muscle. **(A)** Venn diagram analysis. TF_known: specific target genes of DEGs encoding TFs related to the pathophysiology of skeletal muscle; TF_other: specific target genes of differentially expressed TFs unrelated to the pathophysiology of skeletal muscle. **(B)** Distribution of target genes in the four clusters. The horizontal axis represents the cluster to which the target gene belongs, with all as the reference. **(C)** Functional enrichment analysis of target genes at stage1. **(D)** Functional enrichment analysis of target genes at stage2.

Subsequently, we analyzed the correlation between differentially expressed TFs and their target genes in common-stage1 and common-stage2. Overall, 32 and 35 TFs were identified at stage 1 and stage 2, respectively (Table 1). Then, 32 TFs were identified at both stages, and we plotted the expression levels of genes for these shared 32 TFs over time (Supplementary Figures S1, S2). Among them, the expression of 18 TFs significantly upregulated/downregulated overtime, which suggested the TFs were closely related to skeletal muscle atrophy (Figure 6). *Stat3, Myod1, Runx1, Atf3, Junb, Runx2, Myf6, Stat5a, Tead4, Klf5, Myog, Mef2a,* and *Hes6* were upregulated; and *Ppargc1a, Nr4a1, Lhx2, Ppara,* and *Rxrg* were downregulated.

**TABLE 1:** Correlation between differentially expressed TFs and their target genes in common-stage1 and common-stage2.

Common-stage 1			Common-stage 2		
Gene	Negative	Positive	Gene	Negative	Positive
Stat3	32	0	Stat3	0	52
Srf	0	24	Cebpb	0	45
Stat5a	23	0	Myod1	0	33
Klf2	0	22	Srf	32	1
Runx1	22	0	Ppargc1a	30	0
Ppargc1a	0	21	Nfe2l2	0	31
Cebpb	18	0	Runx1	0	31
Myod1	18	0	Atf3	0	23
Foxo4	0	16	Atf4	22	0
Nfe2l2	15	0	Junb	0	22
Atf4	0	12	Runx2	0	20
Egr1	11	0	Myf6	0	19
Junb	11	0	Klf2	19	0
Myf6	11	0	Egr1	0	17
Runx2	10	0	Sox9	0	17
Tead4	10	0	Stat5a	0	17
Atf6	8	0	Tead4	0	17
Klf5	8	0	Foxo4	8	0
Mef2a	6	0	Nr4a1	8	0
Atf3	5	0	Klf5	0	6
Nfix	1	2	Atf6	0	5
Nr4a1	0	3	Myog	0	5
Sox9	3	0	Nfix	3	1
Tcf12	3	0	Mef2a	0	3
Ppara	0	2	Sp1	0	2
Hes6	1	0	Tcf12	0	2
Lhx2	0	1	Tfe3	0	2
Myog	1	0	Hes6	0	1
Rest	1	0	Rest	0	1
Rxrg	0	1	Lhx2	1	0
Sp1	0	1	Ppara	1	0
Tfe3	1	0	Rxrg	1	0
			Scx	0	4
			Stat1	0	1
			Stat5b	0	1

Stage1- cc3, cc4 (DEGs were downregulation with time); stage2- cc1, cc2 (DEGs were upregulation with time).

**FIGURE 6:**
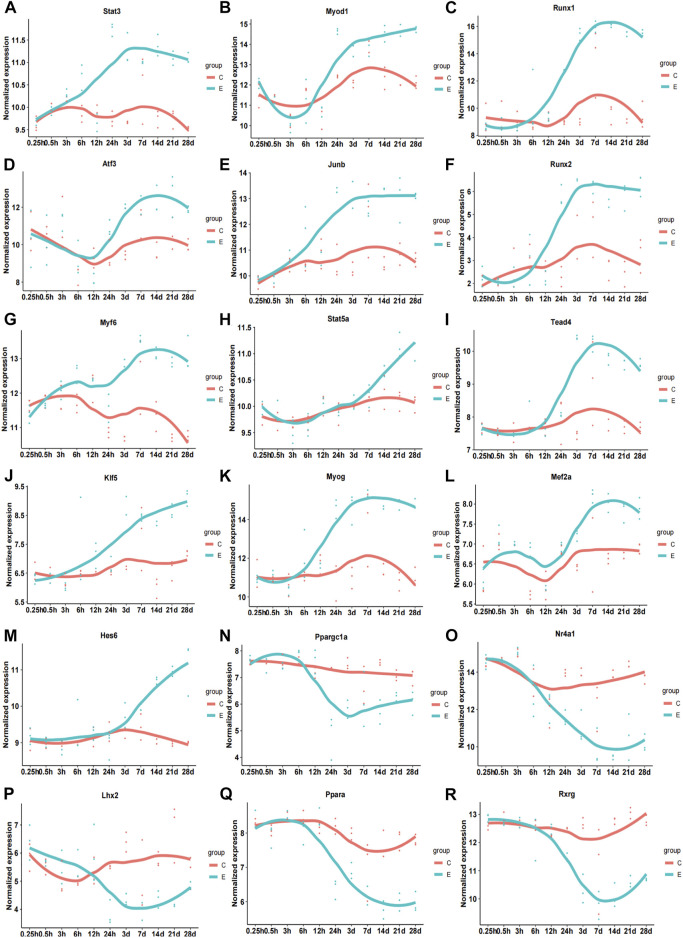
Time-dependent expression of differentially expressed genes of 18 transcription factors related to pathophysiology of skeletal muscle. (A) Stat3. (B) Myod1. (C) Runx1. (D) Atf3. (E) Junb. (F) Runx2. (G) Myf6. (H) Stat5b. (I) Tead4. (J) Klf5. (K) Myog. (L) Mef2a. (M) Hes6. (N) Ppargc1a. (O) Nr4a1. (P) Lhx2. (Q) Ppara. (R) Rxrg. C, sham group; E, denervation group.

### Biological Function Network of Differentially Expressed Genes Encoding Transcription Factors and Their Target Genes Related to Pathophysiology of Skeletal Muscle

To explore the relationship between the identified TFs and biological functions in detail, we constructed a network diagram (Figure 7). The analysis revealed *Stat3, Junb, Stat5a, Atf3, Runx1, Nr4a1, Tead4, Myf6, Runx2,* and *Klf5* encoding inflammation-related TFs; *Tead4, Runx1, Stat3, Myog, Nr4a1, Klf5, Mef2a, Atf3, Ppargc1a, Myod1,* and *Junb* encoding development-related TFs; *Runx1, Atf3, Nr4a1, Stat5a, Stat3, Myf6,* and *Junb* encoding aging-related TFs; *Runx1, Stat3, Tead4, Runx2, Stat5a, Nr4a1, Junb, Atf3, Ppargc1a,* and *Mef2a* encoding proteolysis-related TFs; *Atf3, Klf5, Stat3, Myf6, Myod1, Junb, Tead4, Runx1, Mef2a,* and *Nr4a1* encoding differentiation-related TFs; *Stat3, Klf5, Stat5a, Runx1, Myf6, Myod1, Tead4, Ppargc1a,* and *Junb* encoding regeneration-related TFs; *Ppargc1a, Runx1, Atf3, Nr4a1,* and *Junb* encoding autophagy-related TFs; *Stat3, Stat5a,* and *Runx1* encoding oxidative stress-related TFs; *Tead4* and *Myod1* encoding atrophy-related TFs; and *Runx2* encoding ubiquitin-related TF.

**FIGURE 7:**
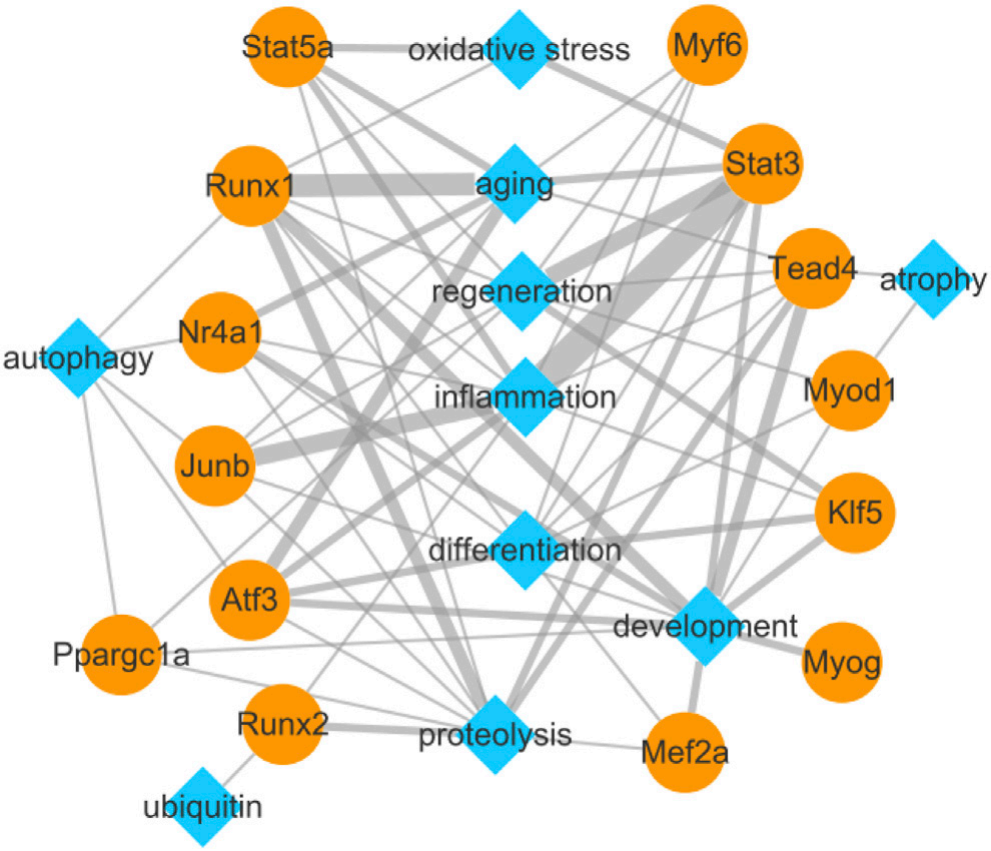
Biological function network of differentially expressed transcription factors and their target genes related to pathophysiology of skeletal muscle.

## Discussion

Skeletal muscle atrophy is a typical manifestation of peripheral nerve injury, and involves complex pathogenic mechanisms. Recently, several studies have used whole transcriptomics to analyze differentially expressed mRNAs and lncRNAs in the process of muscle atrophy, providing a substantial amount of gene expression data for the study of muscle atrophy (Ehmsen et al., 2019; Hitachi et al., 2021; Qiu et al., 2021). In the current study, we identified TFs involved in skeletal muscle pathophysiology in a rat model of sciatic nerve dissection. The number of DEGs encoding TFs began to increase sharply 24 h after denervation. GO and KEGG analyses revealed the target genes of muscle-unrelated differentially expressed TFs are mainly involved in metabolism, while those of muscle-related differentially expressed TFs are mainly involved in the immune response. Then, functional enrichment analysis of common target of DEGs encoding TFs related and unrelated to muscle showed the shared target genes are critical in muscle atrophy. Correlation analysis between TFs and target genes in common, and we identified 18 significantly differentially expressed TFs related to the pathophysiology of skeletal muscle (upregulated: *Stat3, Myod1, Runx1, Atf3, Junb, Runx2, Myf6, Stat5a, Tead4, Klf5, Myog, Mef2a, Hes6*; downregulated: *Ppargc1a, Nr4a1, Lhx2, Ppara, Rxrg*). The biological functions of these TFs mainly include inflammation, development, aging, proteolysis, differentiation, regeneration, autophagy, oxidative stress, atrophy, and ubiquitination. These findings provide clues on the molecular regulatory mechanisms in skeletal muscle atrophy, with possible implications for the identification of new therapeutic targets.

### Transcription Factors Involved in Inflammation

The identified TFs involved in inflammation mainly included *Stat3, Stat5a, JunB,* and *Atf3*. *Stat3* is as a component of IL-6–activated acute phase response factor complex and plays a crucial role in stimulating expression of innate immune mediators in the liver (Hillmer et al., 2016). Our previous works have shown Aspirin could alleviate denervation-induced muscle atrophy, and inhibits type I–II muscle fiber transition and mitophagy by regulating the Stat3 inflammatory signaling pathway and the Sirt1/PGC1α axis (Wan et al., 2020); IL-6/JAK/STAT3 signaling pathway is strongly activated during denervated muscle atrophy (Sun et al., 2021); High IL-6 levels aggravated C2C12 myotube atrophy by activating JAK/Stat3, while ruxolitinib (JAK1/2 inhibitor) or C188-9 (Stat3 inhibitor) attenuated IL-6–induced C2C12 myotube atrophy (Huang et al., 2020). Stat5a and Stat3 are both key players in T-cell differentiation and homeostasis. *Stat3* is crucial for Th17 differentiation and suppresses Treg cells (Wei et al., 2008). Conversely, Stat5a is essential for Treg cell development and maintenance, and negatively regulates Th17 cell differentiation. Moreover, Stat5a is required for Th2 cell differentiation and allergic airway inflammation (Takatori et al., 2005). Collectively, Stat3 is upregulated during denervated muscle atrophy, and Stat5a and Stat3 are both closely related to the immune response, suggesting that Stat5a and Stat3 may play an important role in denervated muscle atrophy. JunB is an activator protein-1 (AP-1d) TF subunit, and a main determinant of muscle growth or atrophy in adults. Reduction of *JunB* expression in adult muscle by RNA interference leads to muscle atrophy, whereas *JunB* transfection of denervated muscle prevents fiber atrophy. Therefore, JunB is necessary for muscle size maintenance, rapid induction of hypertrophy and blocking atrophy (Raffaello et al., 2010). However, in the current study, JunB was up-regulated during denervated muscle atrophy, which was consistent with the findings of Salem et al. (2010). Overall, the role of JunB in denervated muscle atrophy remains to be further explored. Atf3 is a stress-induced TF that regulates immune and metabolic homeostasis (Zhu et al., 2018). Atf3 was detected in the skeletal muscle and spinal cord motor neurons in paralyzed mouse with amyotrophic lateral sclerosis (Gonzalez de Aguilar et al., 2008). Atf3 is a key regulator of local and systemic inflammation. It negatively regulates the expression of inflammatory genes in immune cells while positively regulating the expression of inflammatory genes in non-immune cells (Hai et al., 2010), suggesting that high Atf3 expression is associated with inflammation. The findings presented herein indicate that Stat3, Stat5a, JunB, and Atf3 genes are upregulated during denervated muscle atrophy, that is, these TFs may influence the development of muscle atrophy by involvement in inflammatory responses. Further exploration of the exact mechanism is warranted.

### Transcription Factors Involved in Development

The identified TFs involved in development mainly included *Runx1, Stat3, Myog, Nr4a1, Klf5, Mef2a* and *Tead4*. *Runx1* is a highly-conserved TF that regulates embryonic development, angiogenesis, hematopoiesis, immune response, and inflammatory response (Tang et al., 2018). It also is a determinant of the proliferation and differentiation of multiple cell types during development and adulthood (Koth et al., 2020). The expression level of *Runx1* is very low in adult muscle tissue but is detected in ischemic muscle, and therefore, plays a role in muscle response to injury (Bao et al., 2018). *Runx1* overexpression inhibits myogenic differentiation and promotes myoblast proliferation in C2C12 cells (Bao et al., 2018). Herein, *Runx1* is upregulated in denervated muscle atrophy, but its specific role in the process requires further investigation. STAT3 is a key regulator of multiple types of muscle-resident cells, including muscle stem cells (MuSCs), myofibers, and macrophages (Sala and Sacco, 2016). IL-6–activated Stat3 signaling modulates muscle satellite cell behavior and promotes myogenic lineage progression by regulating Myod1 (Tierney et al., 2014). The Jak2/Stat3 pathway is involved in lysine deficiency-induced apoptosis and inhibition of skeletal muscle growth (Song et al., 2020). STAT3 is a node that integrates multiple signaling pathways in the skeletal muscle (Sala and Sacco, 2016), and therefore, its role in skeletal muscle atrophy may be very complex. *Myog* is one of the master regulators of skeletal muscle lineage development and pluripotent stem cell differentiation, and plays an important role in muscle development (Esteves de Lima and Relaix, 2021). It is a muscle-specific TF and its expression is significantly elevated in denervated skeletal muscle. Our recent study suggested inhibiting Myog expression significantly alleviates denervation-induced skeletal muscle atrophy, which is accompanied by decreased expression of MuRF1 and MAFbx (Ma et al., 2021). These observations suggest that Myog plays a complex role in denervated skeletal muscle. *Nr4a1* is a myogenic factor involved in muscle development and regeneration. Further, muscle-specific deletion of *Nr4a1* impairs muscle growth (Pan et al., 2019; Liu Y. et al., 2021). *Nr4a1* overexpression accelerates myoblast differentiation and fusion of C2C12 cells. Conversely, inhibiting *Nr4a1* expression inhibits the differentiation and fusion of C2C12 cells (Pan et al., 2019). Magnusson et al. showed that *Nr4a1* expression is downregulated during denervated muscle atrophy, which is consistent with the findings of the current study (Magnusson et al., 2005). Downregulation of *Nr4a1* expression during denervated muscle atrophy may be related to its involvement in inhibiting the differentiation and fusion of muscle stem cells, but the specific molecular mechanism needs further study. *Klf5* is a zinc finger TF that is crucial for skeletal muscle development and regeneration (Zhang D.-H. et al., 2020). Differential gene and functional enrichment analyses revealed that *Klf5* affects the development of satellite cells in chicken skeletal muscle by regulating the expression of myogenic factor family and myosin family members, and other myogenic factors, and regulates atrophy of chicken skeletal muscle *via* the Wnt/β-catenin protein signaling pathway (Zhang D.-H. et al., 2020). KLF5 is upregulated in atrophic myotubes as part of an early response to dexamethasone or simulated microgravity *in vitro*. Selective *Klf5* deletion dramatically relieves skeletal muscle atrophy caused by de-mechanical loading in mouse. Further, Am80, a KLF5 inhibitor, inhibits dexamethasone- and microgravity-induced muscle atrophy *in vitro*, and oral Am80 improves disuse- and dexamethasone-induced muscle atrophy in mouse (Liu L. et al., 2021). Therefore, KLF5 is a key TF that mediates muscle atrophy and Am80 could be a potential preventive treatment drug. *Mef2a,* member of the Mef2 family, belongs to the MADS-box superfamily and is involved in a variety of cellular processes, including neuronal differentiation, muscle development, cell growth control, and apoptosis (Xiong et al., 2019). Mef2a activates many muscle-specific, growth factor-inducible, and stress-inducible genes (Wu et al., 2018). In denervated skeletal muscle, Mef2a regulates calpain 3 gene expression, which subsequently leads to the activation of Ca^2+^-regulated proteolytic enzymes, resulting in skeletal muscle atrophy (Wu et al., 2018). MEF2A also acts as a PINCH TF in neuroinflammation: TNFα-mediated activation of MEF2A *via* cellular Ca^2+^-induced PINCH activation, leading to the disruption of PINCH–ILK–parvin ternary complex and actin depolymerization (Natarajaseenivasan et al., 2020). *Tead4* is an important Tead family member that functions as a downstream effector of the Hippo pathway and is involved in cell proliferation and survival, tissue regeneration, and stem cell maintenance (Chen et al., 2020). Tead4 levels are high in the skeletal muscle tissue in mouse model of acute sepsis. Upregulation of miR-351 inhibits *Tead4* expression blocking the Hippo signaling pathway, thereby inhibiting degradation of skeletal muscle proteins and atrophy of the skeletal muscle in this mouse model (Zhang et al., 2018). In summary, upregulated TFs *Runx1, Stat3, Myog, Klf5, Tead4,* and *Mef2a,* and downregulated TF *Nr4a1* are all involved in muscle development. However, further experimental verification is needed to test how they participate in denervated muscle atrophy.

### Transcription Factors Involved in Aging

The identified TFs involved in aging mainly included *Runx1, Atf3, Nr4a1, Stat5a,* and *Stat3.* Sarcopenia, a progressive decline in muscle mass and strength that occurs with aging, is the most common type of muscle atrophy in humans. Imbalance of proteostasis, mitochondrial dysfunction and inflammatory disturbances are main intracellular mechanisms causes for sarcopenia, in addition to the change of muscle fiber composition, neuromuscular drive, hormones and muscle satellite cell (Wiedmer et al., 2021). The expression of Runx1 increased substantially from 15 to 24 month in quadriceps muscles of female mice, month age coincided with the transition to sarcopenia (Barns et al., 2014). Long-term resistance wheel exercise could reduce *Runx1* mRNA expression significantly in female mice compared with sedentary controls at 23 months, as well as improved some markers of the mitochondrial and autophagosomal pathways (White et al., 2016). As an activator protein-1 TF, *Atf3* is essential for remodeling chromatin accessibility to promote cellular senescence (Zhang et al., 2021). Genotoxic-responsive transcription factors ATF3 upregulated in motor neurons, which may contribute to neuronal aging and motor neuron vulnerability in human neuromuscular disorders (de Waard et al., 2010). ATF3 also drives cell senescence through TGFβ/Pdcd5 pathway in myocardium (Huang et al., 2022). The expression of ATF3 is upregulated during denervated muscle atrophy, which may be related to its effect on cell senescence in skeletal muscle. *Nr4a1* is a nutrient sensor that triggers mitochondrial biogenesis and improves mitochondrial intrinsic function. The *Nr4a* subfamily is a potential therapeutic target for aging-related diseases (Paillasse and de Medina, 2015). In skeletal muscle, *Nr4a1* (Nur77) is the most highly expressed Nr4a isoform and is selectively expressed in type 2 glycolytic myofibers, the type of atrophic myofibers preferential observed preferential in aging (Cortez-Toledo et al., 2017). Herein, the expression of *Nr4a1* is downregulated during denervated muscle atrophy, which may be related to its effect on mitochondrial function. The exact mechanism remains to be determined. Endogenous STAT5a represses gene expression at three mitochondrial DNA promoters by binding to the transcriptional control region of mitochondrial DNA (Chueh et al., 2020), and may be thereby involved in the aging process. Constitutively active *Stat5a* induces p53- and retinoblastoma-dependent cellular senescence responses (Mallette et al., 2007). Genetic and pharmacological inhibition of *Stat3* signaling improves stem cell homeostasis and physiology in aging and dystrophic muscle (Chazaud and Mouchiroud, 2014). Further studies are needed to investigate whether upregulation/downregulation of the TFs in denervated muscle atrophy is associated with senescence and an aging phenotype in skeletal muscle.

### Transcription Factors Involved in Proteolysis

The identified TFs involved in proteolysis mainly included *Stat3, Runx1,* and *Runx2.* Chronic activation of STAT3 in muscle fiber promotes protein degradation, which leads to skeletal muscle atrophy. Transient pharmacological inhibition of *Stat3* improves skeletal muscle atrophy in various pathologies (Sala and Sacco, 2016). Inhibition of *Stat3* activation represses caspase-3 expression and the ubiquitin–proteasome system, thereby preserving muscle mass in cancer cachexia (Silva et al., 2015). TTI-101 is a Stat3 inhibitor that blocks muscle proteolysis in rat model of chronic kidney disease (Zhang L. et al., 2020). Therefore, *Stat3* may be involved in skeletal muscle atrophy by activating the proteolytic pathway. RUNX1 is seldom expressed in innervated muscle but highly expressed in denervated muscle (Wang et al., 2005). One week after neuromuscular communication is impaired, increased *Runx1* expression, and decreased wet muscle mass and muscle fiber cross-sectional area (CSA) are observed (Hunt et al., 2022). It remains to be determined how increased *Runx1* expression promotes proteolysis and causes skeletal muscle atrophy. *Runx2* promotes TGF-β signaling, indicating its crucial role in fibrosis. Further, activation of TGF-β signaling activates proteolytic pathways, thereby leading to skeletal muscle atrophy (Kim et al., 2013; Abrigo et al., 2018). Therefore, *Runx2* regulates TGF-β signaling to activate proteolysis and participate in the process of muscle atrophy. Proteolysis is one of the typical features of muscle atrophy. *Stat3, Runx1,* and *Runx2* are closely related to the proteolytic process, and their roles in muscle atrophy should be further explored.

### Transcription Factors Involved in Differentiation

The identified TFs involved in differentiation mainly included *Atf3, Klf5, Stat3, Myf6,* and *Myod1*. *Atf3*, an upstream regulator of pro-inflammatory smooth muscle cell, is involved in the transition of diseased smooth muscle cell to initial atherosclerosis, and restoration of Atf3 activity prevents dedifferentiation of vascular smooth muscle cell (Wang et al., 2021). *Klf5* is an important regulator of skeletal muscle differentiation that regulates muscle differentiation by directly targeting muscle-specific genes in mouse (Hayashi et al., 2016). *Klf5* exerts multiple effects on cell differentiation and is a target of multiple miRNAs in smooth muscle (Joshi et al., 2012). STAT3 promotes myogenic lineage progression of muscle stem cell, and its inhibition promotes symmetrical expansion of muscle stem cell (Sala and Sacco, 2016). *Stat3* induces differentiation of muscle stem cell by interacting with myoD (Yang et al., 2009). Nonthermal atmospheric plasma treatment enhances myoblast differentiation by triggering Stat3 phosphorylation (Park et al., 2019). Myogenic differentiation factors (*Myog, Myod1*, and *Myf6*) are upregulated early in denervated muscle atrophy, suggesting their roles in initial atrophy (Gronholdt-Klein et al., 2019). *Myf6* is a member of the bHLH myogenic regulatory TF family (Hinits et al., 2007). *Myf6* establishes ligand/receptor interactions between muscle stem cell and the associated muscle fiber, and transcriptionally regulates a variety of myokines and secreted proteins in skeletal muscle fiber (Lazure et al., 2020). During C2C12 myoblast differentiation, miR-374b specifically binds to the 3′ untranslated region of *Myf6* and downregulates Myf6 expression at mRNA and protein levels (Ma et al., 2015). SETD3 is a histone methyltransferase that is abundantly expressed in muscle tissues. SETD3 overexpression activates the transcription of muscle-related genes, myogenin, muscle creatine kinase, and Myf6, thereby inducing muscle cell differentiation (Eom et al., 2011). *Myod1* is important for muscle cell differentiation (Huang et al., 2016). It is a key player in muscle-specific enhancer–promoter communication, coordinating the regulation of muscle fiber size (Rovito et al., 2021). Muscle enhancers are regulated *via* coordinated binding of TFs, including c-Jun, Jdp2, Meis, and Runx1. These TFs are recruited to muscle enhancers in a Myod1-dependent manner. *Myod1* and enhancer-related TFs cooperate to assemble and regulate enhancers, thereby enhancing the expression of muscle-related genes (Blum and Dynlacht, 2013). Further studies on the specific mechanisms underpinning the roles of *Atf3, Klf5, Stat3, Myf6,* and *Myod1* in denervated muscle atrophy are warranted.

### Transcription Factors Involved in Autophagy

The identified TFs involved in autophagy were *Ppargc1a, Runx1, Atf3, Nr4a1,* and *JunB. Ppargc1a,* encoding PGC1α, is a member of the *Ppargc1* transcriptional co-activator family that controls mitochondrial biogenesis by co-activating major TFs that regulate mitochondrial genes. It is a central organizer of metabolic function, oxidative state, and mitochondrial biogenesis and function (Salazar et al., 2020). Pyrroloquinoline quinone inhibits denervated skeletal muscle atrophy by activating PGC1α and integrating mitochondrial electron transport chain complexes (Kuo et al., 2015). PGC1α protects against skeletal muscle atrophy by inhibiting FoxO3 and suppressing transcription of atrophy-related genes (Sandri et al., 2006). Elevated PGC1α activity contributes to maintaining mitochondrial biogenesis and muscle function (Da Cruz et al., 2012). Further, PGC1α upregulates autophagy *via* a SQSTM1-dependent mechanism, thereby reducing senescence (Salazar et al., 2020). Ppargc1a overexpression *in vivo* inhibits mitophagy enhanced skeletal muscle with aging (Yeo et al., 2019). In the present study, *Ppargc1a* gene expression was downregulated in denervated muscle atrophy, suggesting that *Ppargc1a* involved in denervated muscle atrophy by regulating mitophagy. *Runx1* is essential for muscle homeostasis, by preventing myofibril disorder and autophagy in denervated muscle fiber (Wang et al., 2005). It therefore likely inhibits autophagy. Nonetheless, we observed significant activation of mitophagy during denervated muscle atrophy, suggesting that *Runx1* plays complex roles in denervated muscle atrophy, which need to be explored further. PGC-1β upregulates apoptosis and/or autophagy-related TFs, such as *Atf3* and *Stat3*, subsequently triggering myopathy (Sopariwala et al., 2017). MLN4924 is a specific inhibitor of Nedd8-activating enzyme that promotes the expression of ATF3 to induce autophagy in esophageal cancer (Liang et al., 2020). These findings indicate that high *Aft3* expression promotes autophagy. *Nr4a1* interacts with adenine nucleotide transposase 1 at the inner mitochondrial membrane to induce autophagy. In addition, the interaction of *Nr4a1* with cytoplasmic p53 may contribute to the induction of autophagy (Pawlak et al., 2015). Nr4a1 promotes high fat-related endothelial dysfunction by promoting the CaMKII–Parkin–mitochondrial autophagy pathway (Li et al., 2018). Here we found that the expression of *Nr4a1* in denervated skeletal muscle is low, which suggests that the TF may be involved in muscle atrophy *via* other pathways during denervated muscle atrophy. *JunB* inhibits starvation-induced autophagy; conversely, inhibition of *JunB* expression induces autophagy (Yogev et al., 2010). The JunB–FBXO21–ERK axis regulates cell apoptosis and cartilage matrix metabolism in osteoarthritis by inhibiting autophagy (Lin et al., 2021). We here found that *Junb* is highly expressed in denervated skeletal muscle and plays complex roles in muscle atrophy. Overall, *Ppargc1a, Runx1, Atf3, Nr4a1,* and *JunB* are all related to autophagy, but their roles in muscle atrophy are complex and require further study.

### Transcription Factors Involved in Oxidative Stress

The identified TFs involved in oxidative stress were *Stat3, Stat5a,* and *Runx1*. Ventilator-induced diaphragm dysfunction is associated with mitochondrial oxidative stress and impaired calcium homeostasis, which is a downstream pathway of STAT3 (Dridi et al., 2020). Fibronectin type III domain-containing protein 5 attenuates cardiac hypertrophy induced by obesity by inactivating JAK2/STAT3-related cardiac inflammation and oxidative stress (Geng et al., 2019). *Stat3* deletion sensitizes cell to oxidative stress (Barry et al., 2009). Raloxifene attenuates cardiac remodeling and inflammation induced by pressure overload, and oxidative stress in heart failure by inhibiting IL-6/STAT3 (Huo et al., 2021). Telomere shortening and oxidative stress in aged macrophages lead to the impairment of STAT5a phosphorylation (Sebastian et al., 2009). Attenuation of *Stat5a* is sufficient to enhance basal oxidative stress in normal CD34^+^ and chronic myeloid leukemia cells (Casetti et al., 2013). Further, down-regulation of RUNX1 induces extensive oxidative stress in mammary epithelial cell, which prevents cell proliferation and restores normal acinar morphology (Wang et al., 2011). Knockout of *Runx1* protects H9c2 cells against oxidative stress and apoptosis (Li and Jia, 2022). These findings indicate complex roles of these TFs in oxidative stress. The current study confirmed that oxidative stress plays an important role in denervated muscle atrophy. However, further research is needed to determine how Stat3, Stat5a, and Runx1 regulate oxidative stress and participate in muscle atrophy during denervated muscle atrophy.

### Transcription Factors Involved in Regeneration

The identified TFs involved in regeneration mainly included *Stat3* and *Klf5*. In mouse, *Stat3* promotes myogenic lineage progression of muscle stem cell by stimulating mitochondrial respiration (Sala et al., 2019). IL-6/STAT3 signaling regulates satellite cell behavior and promotes myogenic lineage progression by impacting *Myod1* regulation (Tierney et al., 2014). S1P promotes skeletal muscle regeneration by activating quiescent muscle satellite cell *via* the S1P2/STAT3-dependent pathway. Conversely, Stat3 negatively regulates the proliferation of muscle satellite cell and injury-induced muscle regeneration (Zhu et al., 2016). KLF5 is a zinc finger TF that is crucial for skeletal muscle development and regeneration (Zhang D.-H. et al., 2020). During muscle regeneration, *Klf5* is expressed in the nucleus of differentiated myoblast and newly formed myogenin-expressing myofiber. *Klf5* knockout inhibits the induction of muscle differentiation-related genes, including myogenin (Hayashi et al., 2016). Further, *Klf5* deletion seriously impairs muscle regeneration, and myotube formation is inhibited in *Klf5*-deficient C2C12 myoblasts and satellite cells (Hayashi et al., 2016). These observations indicate that Klf5 plays a beneficial role in muscle regeneration. Herein, *Klf5* expression is upregulated in denervated muscle atrophy, which may contribute to muscle regeneration. Further studies are needed to elucidate how *Klf5* regulates denervation-induced muscle atrophy.

## Conclusion

In the current study, using transcriptomics and bioinformatics analyses, we showed 24 h after denervation may be a critical turning point in muscle atrophy, which is consistent with our previous finding. Target genes of differentially expressed other TFs are mainly involved in metabolism, while those of differentially expressed known muscle-related TFs are mainly involved in the immune response. Correlation analysis between TFs and target genes in common, we identified 18 differentially expressed TFs closely related to the pathophysiology of skeletal muscle and constructed a functional network map based on these data. Our findings indicate that these TFs are mainly involved in inflammation, development, aging, proteolysis, differentiation, regeneration, autophagy, oxidative stress, atrophy, and ubiquitination. It should be mentioned that there are some limitations in this study. We mainly analyzed the gene expression patterns of known TFs related to muscle pathophysiology. Therefore, we might ignore some TFs that have not been deeply investigated but play a key role in denervated muscle atrophy. We will analyze the unknown TFs to shed light on new mechanisms in future’s work. Overall, these findings further revealed the molecular regulatory mechanisms in denervated muscle atrophy, and suggest potential targets for the prevention and treatment of muscle atrophy.

## Data Availability

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: https://www.ncbi.nlm.nih.gov; GSE201025.

# Supplementary material for: Changes of Gene Expression Patterns of Muscle Pathophysiology-Related Transcription Factors During Denervated Muscle Atrophy
**Source:** Front Physiol. 2022 Jun 24;13:923190. doi: 10.3389/fphys.2022.923190
**Supplement:** Supplementary file 2

Supplementary Material

1 Supplementary Figures and Tables

1.1 Supplementary Figures

Supplementary Figure 1. Time-dependent expression of differentially expressed genes of 18 transcription factors.

Supplementary Figure 2. Time-dependent expression of differentially expressed genes of 14 transcription factors.

1.2 Supplementary Table

Supplementary Table 1. List of transcription factors related to pathophysiological processes of skeletal muscle.

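The table lists 129 names of transcription factors and related entries that the authors collected by searching PubMed for an association with muscle, each with an abbreviation and a full name. It is a list from the literature and holds no measured value. Of its entries, 114 could be read as a rat gene symbol, such as Myog for myogenin, a regulator of muscle differentiation, and they gave 105 different symbols, since some factors stand under several names (MyoD and MYOD1, PPARbeta and PPARdelta). The other 15 are families, DNA motifs, names of another species or factors without a single rat gene, such as AP-1, E box and NF-kB. The paper used the list to pick the DEGs encoding TFs that relate to skeletal muscle (Figure 1C).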

How the deposited data were processed for this re-analysis (not part of the article)

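The tibialis anterior muscle of 60 rats was measured on 1 array each, from 3 denervated and 3 sham rats at each of 10 time points. The authors extracted RNA, hybridized it with Cy3 to Agilent SurePrint G3 rat gene expression arrays, read the images with Feature Extraction 10.7.1.1 (named in the paper and in the submitters' processing notes) and normalized the values with GeneSpring. The paper names a Qiagen kit for the RNA and the labels another maker's reagent. The deposited values are on a log2 scale: the base is not stated and was inferred from the range of the values, from 1.77 to 18.8. The normalization method and the filter that left 30507 rows are not given in the sources used here. The sorted values of the 60 arrays differed by at most 0.00457, the probe means ran from 1.83 to 18.7, so that probes were not centred, and no 2 arrays were identical. Every column of the table belonged to 1 labelled sample. Scanner files were not used here, so no probe could be tested against its own background.

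Samples were grouped by their labels. The labels give 3, 7, 14 and 21 d where the paper's methods give a later last time and no 7 d, its Figure 6 has both on its axis, and the text uses the labels. After 140 control rows were left out, 30367 probes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 40 residual and 2.15 prior degrees of freedom), with 1 mean per group and no covariate. The comparisons were denervated against sham muscle at each time, the mean of 0.25 h to 12 h (early), the mean of 3 d to 21 d (late), late against early, the change of the effect between neighbouring times from 12 h on, and late against early sham muscle. A probe passed at a fold change over 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Clusters were made by k-means with 4 centres and 50 starts on z-scored differences. The paper's named transcription factors, a fixed list of further genes and the genes with the largest rise and fall were to be named, but no table of probes and genes was used here. The rule was therefore applied to probes, and the 2 largest late rises and the 2 largest falls are given. For the same reason the comparisons of transcription factors, of muscle-related transcription factors, of the factors of Figure 6 and of gene lists, the clusters of transcription factors, and the mean over the probes of a gene were not run.

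These comparisons and the alternatives were set before the data were examined, except those named here. The late score and its reference times, the naming of probes without symbols, the change of the effect from 6 h to 12 h, the arrays doubted (sham 7 d replicates 2 and 3, denervated 6 h replicate 1) and the clustering without 7 d were chosen after the values were seen. Of the tests of technical explanations, the SD of a value, from 200 bootstrap draws over probes, by which it had to pass its bound was also added after the values were seen. The alternatives were a fit of only the arrays compared, the methods' t-test, a block of the replicate number, quantile normalization, median centring, leaving out the third of the probes with the lowest mean signal (up to 3.60), a variance trend with robust estimation, no fold change threshold, late without 7 d, leaving out each array in turn, and Ward clustering or clustering of probes that passed at 2 or more times.

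The fit was tested on simulated values with the spread of these 30367 probes. Of these, 67 were changed by 0.8, 67 by 1 and 66 by 2 on the log2 scale. At 24 h it recovered 37.3% of the probes changed by 0.8, 38.8% of those changed by 1 and 75.8% of those changed by 2 on the log2 scale, with 4 wrong calls. For the late comparison it recovered 77.6%, 86.6% and 97.0%, with 3 wrong calls, and for late against early 61.2%, 74.6% and 97.0%, with 9. For the change from 24 h to 3 d it recovered 20.9%, 28.4% and 62.1%. Far fewer probes were changed here than were called in the real data (5001 for 24 h to 3 d). The adjustment of p is stricter when few probes change, so these shares do not give the share missed in the real data. All simulated courses were put in the right cluster, and a simulated share of 0.5 was read as 0.50 from rising and from falling probes. These courses had little noise, and their peaks were larger than the median late differences of the real clusters (0.690, 0.271, -0.415 and -0.716). The simulated mixture was read against the same means it was made from, so its recovery was given in advance. In sham 7 d replicate 1, a real array that was not doubted, the share was 0.0599 by rising and 0.160 by falling probes.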

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

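The tests of the change of the effect from 12 h on and of the calls at 7 d were set before the data were examined; the change from 6 h to 12 h, the test of a swap, the fits without sham 7 d replicates 2 and 3 and the rule by which replicate 2 was left undecided were chosen after the result was seen.

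The effect of denervation differed between times. Late against early it differed at 8190 probes, and between neighbouring times at 488 probes from 6 h to 12 h, 1507 from 12 h to 24 h, 5001 from 24 h to 3 d, 2448 from 3 d to 7 d, 3965 from 7 d to 14 d and 55 from 14 d to 21 d. When the arrays of each time were regrouped, 1 of 100 splits, the real one, gave as many calls for late against early (highest other 102), and 3 of 100 for 12 h to 24 h (highest other 1791). Regrouping within each time asks whether denervation had any effect, not whether its effect stayed the same. These shares were not adjusted over the comparisons. They argue against no effect at all and do not test the change of the effect itself. As many calls as the real ones came from 5 of 100 splits for 6 h to 12 h (highest other 918), 7 for 24 h to 3 d (7249), 14 for 3 d to 7 d (10755), 10 for 7 d to 14 d (9256) and 16 for 14 d to 21 d (9988), so that chance is not excluded by this count. Most of these splits keep or mirror the real groups of 1 of the times and so still hold its effect: all 4 others for 6 h to 12 h, all 6 for 24 h to 3 d, all 9 for 7 d to 14 d, all 15 for 14 d to 21 d, and 10 of 13 for 3 d to 7 d. Among the other splits the highest counts were 8 for 6 h to 12 h, 4 for 24 h to 3 d and 4 for 14 d to 21 d, but 3095 for 3 d to 7 d and 3697 for 7 d to 14 d, which points to a structure among the 7 d arrays.

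At 7 d, a time whose counts the paper does not report, 5073 probes differed between denervated and sham muscle, 2058 higher and 3015 lower. This count rests on 1 estimate of each probe's spread over all groups. When only the arrays of 7 d were fitted, 68 passed, 7 higher and 61 lower, and by the methods' t-test 102 passed. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05; the highest other split gave 3063. Without sham 7 d replicate 1 the count was 2235, without sham 7 d replicate 2 it was 7819, and without sham 7 d replicates 2 and 3 it was 9504, close to the 9191 at 14 d.

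Sham 7 d replicates 2 and 3 lay towards the denervated profile, with late scores of 0.835 and 0.557. A swap with a denervated 7 d array is argued against by the lowest score of those arrays, 0.867, and a wrong label of a wholly denervated muscle is argued against for replicate 3, whose correlation with each denervated group from 24 h to 21 d was lower than that of the group's own replicates (smallest gap -0.0970). For replicate 2 the gap of -0.0363 also passed the bound of -0.02 set beforehand, and the fraction on the log2 scale differed little between rising and falling probes (-0.0218), as a smaller response of the whole muscle would give; after these values were seen both tests were taken as undecided, because the share of denervated RNA that replicate 2 would need is 0.930 by rising and 0.992 by falling probes (difference -0.0620), and near 1 a wrong label, a mixture and a smaller response cannot be told apart. For replicate 3 the share was 0.458 by rising and 0.632 by falling probes (difference -0.173) and the fraction on the log2 scale differed by 0.119, both between the bounds of 0.1 and 0.2, so a mixture and a smaller response cannot be told apart. Mixing of RNA and injury of the nerve during the sham surgery predict the same values. A denervated muscle of another batch, or of a time before 24 h, was not tested. Apart from a smaller response and a part of denervated fibres, no biological explanation was tested.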

How the results depend on the processing

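The fits without sham 7 d replicates 2 and 3 or with denervated 6 h replicate 1 also left out, the clustering without 7 d and every value of the change from 6 h to 12 h were added after the values were seen. With 3 arrays per group, the counts at 0.25 h to 12 h and at 7 d (from 68 to 9599) depend on the setting, whereas those at 3 d, 14 d and 21 d stayed within 1.5 times of the counts reported under every alternative run. Over all counts, 160 of 209 values under an alternative and 250 of 297 values with 1 array left out were within 1.5 times. The late changes of the 4 named probes kept their direction and passed in all 140 values. No signal over background was tested; dim probes bear on 0.25 h, 3 h and 12 h as well as on 0.5 h. The mean over the probes of a gene and every alternative for transcription factors and gene lists were not run, since the files do not pair probes with genes, and the block was not run for late against early sham muscle, which holds 1 group at each time.

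Fitting only the arrays compared gave 35 calls at 0.5 h, 471 at 6 h, 68 at 7 d, 10 early, 22 for 6 h to 12 h, 495 for 3 d to 7 d, 245 for 7 d to 14 d and 15 for 14 d to 21 d. It gave 0 at 0.25 h, 3 h and 12 h, where limma had 932, 1964 and 2593 probes at an unadjusted p under 0.05. Fewer samples alone do not account for 68 at 7 d, since such fits gave 7630 at 3 d. The methods' t-test after adjustment gave 8 at 0.5 h, 328 at 6 h, 586 at 24 h, 102 at 7 d and 1 early, and 0 at 0.25 h, 3 h and 12 h, where 91, 96 and 133 probes were higher and 105, 175 and 391 lower past the fold threshold before adjustment. Before adjustment it had 1674 higher and 1343 lower at 24 h. It was not run, having no form, for late against early or changes between times. Leaving out the 33.3% of the probes with the lowest signal gave 0 at 0.25 h and 3 h, 32 at 0.5 h, 17 at 12 h and 124 for 14 d to 21 d. At 0.25 h and 3 h limma then had 771 and 537 of 20244 probes at an unadjusted p under 0.05, both below a share of 0.05. A variance trend with robust estimation gave 2 at 3 h and 86 for 14 d to 21 d. Without a fold threshold, 1445 probes passed at 6 h, 39 early, 16310 late, 14030 for late against early and 11938 for late against early sham muscle, by construction. Quantile normalization and median centring moved no total of calls by more than 6. The arrays already share 1 distribution, so this tests little. Apart from the cases named, the cause was not tested.

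The balance of higher and lower calls turned in several cases. At 0.5 h more were higher when only the arrays compared were fitted (22 against 13), by the methods' t-test (8 against 0, with 459 and 437 before adjustment) and without the dim probes (23 against 9). At 0.25 h more were lower without sham 0.25 h replicate 1 (25 higher, 78 lower), replicate 2 (22, 100) or replicate 3 (33, 151), at 3 h more were higher without denervated 3 h replicate 2 (69, 8) or replicate 3 (71, 9), and at 12 h without denervated 12 h replicate 1 (92, 32), replicate 2 (39, 12) or replicate 3 (26, 15). Without a fold threshold slightly more were higher at 3 d (5577, 5517), 14 d (6144, 5939), late (8180, 8130), for late against early (7077, 6953), for 24 h to 3 d (2981, 2953) and for 3 d to 7 d (1435, 1432). It also turned when only the arrays compared were fitted for 3 d to 7 d (277, 218), 7 d to 14 d (134, 111) and 14 d to 21 d (8, 7), early by the methods' t-test, and without some single arrays early, for 3 d to 7 d and for 14 d to 21 d.

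Without sham 7 d replicates 2 and 3 the counts were 81 at 12 h, 9504 at 7 d, 12 early, 1907 for 7 d to 14 d and 374 for 14 d to 21 d; with denervated 6 h replicate 1 left out too they were 91, 9599, 19, 2255 and 611. With 1 sham array left at 7 d, it is assumed to vary like the other groups. Ward clustering put 51.9% of the probes into clusters higher late, clustering of probes that passed at 2 or more times 48.4% and clustering without 7 d 50.2%, against 49.3%.

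Leaving out 1 array gave 71 to 273 calls at 0.25 h, where each of the 6 arrays moved the count (highest without denervated 0.25 h replicate 1), and 0 to 80 at 3 h, where each array moved it too (0 without denervated 3 h replicate 1, where limma had 854 at an unadjusted p under 0.05, 80 without denervated 3 h replicate 3). The range was 30 to 124 at 12 h (124 without denervated 12 h replicate 1, 62 without sham 12 h replicate 3), 1513 to 2298 at 24 h (1513 without denervated 24 h replicate 2), 2235 to 7819 at 7 d (without sham 7 d replicate 1 and replicate 2) and 3 to 41 early (41 without sham 0.5 h replicate 1, 36 without sham 0.25 h replicate 3), where 14 of 30 values were within 1.5 times. It was 311 to 616 for 6 h to 12 h (311 without sham 12 h replicate 3), 864 to 1609 for 12 h to 24 h (864 without denervated 24 h replicate 2), 1718 to 4668 for 3 d to 7 d and 2905 to 6033 for 7 d to 14 d (4668 and 6033 without sham 7 d replicate 1), and 6 to 610 for 14 d to 21 d (6 without sham 14 d replicate 2, 610 without sham 14 d replicate 1), where 3 of 12 values were within 1.5 times.

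The replicate numbers did not pair the arrays: over 30 sham and denervated pairs of the same number the correlation of their deviations was -0.118 to 0.104, 1 was over 0.1, and 9 of 30 sham arrays correlated best with their own number. With the replicate number as a block the calls were 18 at 0.25 h, 0 at 3 h and 4 for 14 d to 21 d, and 2256 passed at 24 h and 8251 late. At 3 h limma then had 1203 of 30367 probes at an unadjusted p under 0.05, below a share of 0.05.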

Differences from the paper's values

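Figure 1A of the paper shows counts of DEGs, read by eye, at the thresholds used here; the paper counts genes and the values here count probes, of which a gene can have several. The 14 d and 21 d panels are set beside the arrays of the same label, and which arrays they hold is not settled. Of 18 counts compared, 15 differ by more than 1.5 times.

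The alternatives in this paragraph are those set before the data were examined. At 0.25 h the paper's counts are about 4 up and about 8 down in Figure 1A, against 24 and 17 here. For the lower probes the replicate block (7) and leaving out denervated 0.25 h replicate 2 (11) come within 1.5 times, and for the higher ones no alternative does. At 0.5 h they are about 12 and about 32, against 203 and 485; the methods' t-test (8 higher) comes within 1.5 times for the first and no alternative for the second. At 3 h they are about 4 and about 25, against 1 and 3; leaving out sham 3 h replicate 1 (29 lower) or replicate 3 (27 lower) comes within 1.5 times for the second and no alternative for the first. At 6 h about 28 are up in the paper, against 652, under no alternative within 1.5 times. At 12 h about 64 are down in the paper, against 30. Leaving out sham 12 h replicate 2 (45) or replicate 3 (52) comes within 1.5 times, and the other alternatives set before the data were examined do not. At 24 h about 270 are up in the paper, against 1370; the methods' t-test (349) comes within 1.5 times and the other alternatives do not. The same t-test takes the lower probes from 1085, within 1.5 times of the paper's about 870 in Figure 1A, to 237, outside it.

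At 3 d the paper shows about 1100 up and about 1200 down, against 3772 and 4200 probes here. At 14 d it shows about 1400 up and about 1400 down, against 4446 and 4745, and at 21 d about 1400 up and about 1400 down, against 4431 and 4666. No alternative set before the data were examined comes within 1.5 times of these.

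The figure shows more genes down than up at 0.25 h, 6 h and 24 h. Here 24 probes were higher and 17 lower at 0.25 h, but 25 and 78 without sham 0.25 h replicate 1, 22 and 100 without replicate 2 and 33 and 151 without replicate 3. Without denervated 0.25 h replicate 1, 2 or 3 they were 229 and 44, 61 and 11, and 56 and 15. The balance at 0.25 h thus followed the group that lost an array. Further, 652 probes were higher and 272 lower at 6 h, and 1370 were higher and 1085 lower at 24 h; the methods' t-test gave 256 higher and 72 lower at 6 h and 349 and 237 at 24 h. At 0.5 h, 3 h, 12 h and 3 d more were lower than higher in both, but here not under every alternative: at 0.5 h 23 were higher and 9 lower without the dim probes, 22 and 13 with only the arrays compared and 8 and 0 by the methods' t-test (459 and 437 before adjustment), at 3 h 71 and 9 without denervated 3 h replicate 3 and 69 and 8 without replicate 2, at 12 h 92 and 32 without denervated 12 h replicate 1, 39 and 12 without replicate 2 and 26 and 15 without replicate 3, and at 3 d 5577 and 5517 without a fold threshold.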

Other observations

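Of the 652 probes higher at 6 h, 27 were also higher at 24 h, where independent lists would share 29.4; of the 272 lower at 6 h, 28 were also lower at 24 h, where 9.72 would be shared. Of the 8270 probes that passed late, 160 first passed in their late direction at 6 h. This count was not computed without denervated 6 h replicate 1, which lay towards the late profile. The effect changed from 6 h to 12 h at 488 probes, and 415 of them moved downwards. The later changes were shared between times: 2402 of the 3772 probes higher at 3 d were also higher at 14 d, where independent lists would share 552, and 3418 of the 4745 lower at 14 d were lower at 21 d, where 729 would be shared.

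Sham muscle also differed between times. Late against early, 1574 probes were higher and 1574 lower in sham muscle, by a median of 0.75 on the log2 scale. Time after surgery, hour of the day, age and the handling of the arrays are not separated in this comparison.

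The test of a low signal, the change from 6 h to 12 h and the fit without the 3 arrays that stand apart were chosen after the values were seen.

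At 0.5 h 688 probes passed, against 41 at 0.25 h and 4 at 3 h. A signal near the floor of the arrays may account for it, since 82.3% of these probes were among the 33.3% with the lowest mean signal, where 10.9% of the calls at 24 h were, and 32 passed when those were left out. A shift of the sham arrays may do so too, since 86.7% of the difference (median over the probes) lay in them when each group was set against its arrays at 0.25 h and 3 h. The positive control rows differed by 0.261 on the log2 scale between the groups, above the median of the other times, 0.160, and below their highest, 0.558, so that uneven labelling stays open. A response of the muscle to the sham surgery itself was not tested.

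Denervated 6 h replicate 1 had a late score of 0.421, against 0.0332 and 0.0419 for the other 2 rats of its group. Its departures from these rats correlated at 0.359 with the effect at 24 h and at 0.701 with that at 14 d and 21 d (difference -0.342), which argues against a wrongly labelled 24 h array. The share of late denervated RNA or fibres it would need was 0.241 by rising and 0.464 by falling probes. The difference of -0.223 passed the bound of 0.2 set beforehand by more than its SD (0.0136, over probes). This margin was kept after a wider one, which left the test open, was withdrawn. However, the share was also lower by rising than by falling probes in sham 7 d replicate 1, an array that was not doubted (0.0599 and 0.160). The test thus leans to that side, and a mixture with muscle of the 14 d and 21 d profile is not excluded. A mixture with muscle of another time and a biological explanation were not tested. Without this array 978 probes passed at 6 h, against 924, and 1229 when sham 7 d replicates 2 and 3 were left out too, which alone gave 1211.

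For the counts at single times, 3 arrays against 3 give 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 41 and 148 at 0.25 h (8 of 10 splits as large, median of the others 59), 688 and 192 at 0.5 h, 4 and 6 at 3 h (5 of 10), 924 and 6 at 6 h, 41 and 21 at 12 h, 2455 and 13 at 24 h, 7972 and 14 at 3 d, 9191 and 12 at 14 d, and 9097 and 7 at 21 d, with 1 of 10 where no number is given. The counts at 0.25 h and 3 h were thus within what arbitrary groupings of the same arrays give. For the late comparison 1 of 100 splits, the real one with 8270, was as large (highest other 5871, median other 0), which argues against chance. For late against early sham muscle whole times were regrouped instead of the arrays within a time. There 1 of 100 groupings, the real one with 3148, was as large (highest other 2306), which argues against chance for this grouping of the times. The median other grouping gave 737 calls, so sham groups also differed under other groupings of the times. For the early comparison, with 5 probes, 10 of 100 splits were as large (highest other 131), and chance is not excluded.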
